# Pathways involved in pony body size development

**DOI:** 10.1186/s12864-020-07323-1

**Published:** 2021-01-18

**Authors:** Jun Fang, Dong Zhang, Jun Wei Cao, Li Zhang, Chun Xia Liu, Yan Ping Xing, Feng Wang, Hong Yang Xu, Shi Chao Wang, Yu Ling, Wei Wang, Yan Ru Zhang, Huan Min Zhou

**Keywords:** Growth hormone receptor, Debao pony, RNA-seq, Short stature

## Abstract

**Background:**

The mechanism of body growth in mammals is poorly understood. Here, we investigated the regulatory networks involved in body growth through transcriptomic analysis of pituitary and epiphyseal tissues of smaller sized Debao ponies and Mongolian horses at the juvenile and adult stages.

**Results:**

We found that *growth hormone receptor* (*GHR*) was expressed at low levels in long bones, although g*rowth hormone* (*GH*) was highly expressed in Debao ponies compared with Mongolian horses. Moreover, significant downregulated of the *GHR* pathway components *m-RAS* and *ATF3* was found in juvenile ponies, which slowed the proliferation of bone osteocytes. However, *WNT2* and *PLCβ2* were obviously upregulated in juvenile Debao ponies, which led to premature mineralization of the bone extracellular matrix. Furthermore, we found that the *WNT/Ca*^*2+*^ pathway may be responsible for regulating body growth. *GHR* was demonstrated by q-PCR and Western blot analyses to be expressed at low levels in long bones of Debao ponies. Treatment with WNT antagonistI decreased the expression of *WNT* pathway components (*P* < 0.05) in vitro. Transduction of ATDC5 cells with a GHR-RNAi lentiviral vector decreased the expression of the *GHR* pathway components (*P* < 0.05). Additionally, the expression of the *IGF-1* gene in the liver was lower in Debao ponies than in Mongolian horses at the juvenile and adult stages. Detection of plasma hormone concentrations showed that Debao ponies expressed higher levels of IGF-1 as juveniles and higher levels of GH as adults than Mongolian horses, indicating that the hormone regulation in Debao ponies differs from that in Mongolian horses.

**Conclusion:**

Our work provides insights into the genetic regulation of short stature growth in mammals and can provide useful information for the development of therapeutic strategies for small size.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07323-1.

## Background

Domestic animals’ body size is a crucial index for determination of horse breeds and has become a priority factor in animal breeding. It is closely related to their physiological function, production performance, disease resistance and adaptability to the external environment [1, 2]. Given the high value of this trait, in-depth investigations into its genetic aspects in domestic species have been conducted. To date, molecular elements related to body size have been investigated in pigs and cows as well as in humans [3–8]. The related studies have indicated that SNPs in the *GH1* gene [3] and haplotypes with a long sweep on X chromosome [4] are associated with body size in pigs. The growth pattern of body and organ in pigs with growth hormone receptor (*GHR*) knockout mutations are similar to those in human with Laron syndrome, which is a rare and autosomal recessive disorder caused by loss-of-function mutations in the *GHR* gene [5]. Cattle with the haplotype combination H3H3 (CC-GG-CC-AA-CC) which varied in the *STAT3* gene promoter regions is significantly enhanced body size than that with haplotype combination H1H1 (AA-AA-AA-AA-TT) and H2H3 (CC-GG-AC-GA-CC), respectively [6]. Whole-genome sequence analysis has shown that the genetic architecture of stature in cattle is similar to that in humans [7]. However, many more height-related genes have been identified in humans than in these other mammals [8].

Like all domestic animals, horses have evolved into many different populations with widely varying body sizes through natural and artificial selection. A few studies on the genetic aspects of body size in horses have been conducted. For example, a genome-wide association study based on SNPs identified two chromosomal loci near the *LCORL/NCAPG* gene and the *ZFAT* gene that have already been shown to influence body height in humans [9]. In addition, a whole-genome sequencing study on two miniature Shetland ponies and one standard-sized Shetland pony revealed four synergistic variants including in *ADAMTS17*, *OSTN*, *GHI* and *HMGA2* that limit wither height to 87 cm and seemingly reveal the main reason for the short stature of miniature ponies [10]. A complementary genome analysis of ponies and tall horses identified the genomic loci related to body height and metabolic traits and discovered that *HMGA2* c.83G > A (p.G28E) variants were significantly altered in Welsh ponies, suggesting that the highly related loci in the ponies were highly efficient in altering metabolic pathways [11]. However, body size is a complex quantitative trait controlled by multiple genes. Thus, the molecular pathways regulating body height in horses remain unclear.

Body size depends largely on long bone growth and endocrine hormone signaling. Bones themselves, as well as other endocrine organs can act synergistically to promote growth [12, 13]. In this study, we sequenced the transcriptomes of the pituitary gland and long bone tissues from Debao ponies (DPs) and Mongolian horses (MHs). The DP and MH are registered standard native horse breeds in China. The DP, which is less than 106 cm in height, originated in Debao County in the Guangxi Zhuang Autonomous Region of southwestern China and is well adapted to the local mountain environment. The MH, which is 122 cm to 142 cm in height, is one of the oldest horse breeds inhabiting the Mongolian Plateau; this breed is adaptable and exhibits strong disease resistance and hardiness on rough terrain [14, 15]. Previous reports have indicated that the DP has a genetic relationship with the MH [16] although both populations have undergone long-term natural and artificial selection over the course of their evolution that has resulted in significant differences in height. However, little is known about the molecular mechanism determining the body size of DPs. Hence, we systematically screened the key genes involved in the regulatory network of growth body size to reveal the correlation between the expression patterns of candidate genes and body size traits and to further elucidate the molecular pathways influencing body size.

## Results

### Identification of differentially expressed genes (DEGs) in DPs

Height analysis revealed obvious differences between DPs and MHs. DPs exhibited no significant differences in height between the juveniles (less than 3 years) and adults (more than 3 years) stages, while MHs did exhibit significant differences in height. DPs reached an the adult height at an early age, and the body length, chest circumference, canon bone circumference, neck length and head length increased similarly to the body height (Table 1). DPs and MHs exhibited significant differences in body height at the juvenile stage (*P* < 0.05) and at the adult stage (*P* < 0.005) (Additional file 1).

**Table 1:** Height Data from Debao Ponies and Mongolian **Horses**

NO.	Age (year)	Sex	Height (m)	Body length (m)	Bust (m)	Canon bone circumference(m)	Neck circumference (m)	Head circumference (m)
Pony1	1	female	1	0.95	1.1	0.13	0.49	0.4
Pony2	1	female	0.93	0.93	0.94	0.12	0.35	0.37
Pony3	1	female	1	0.93	1.02	0.14	0.4	0.37
Pony4	4	female	0.94	0.82	0.97	0.12	0.37	0.35
Pony5	5	female	0.88	0.85	0.94	0.13	0.4	0.36
Pony6	4	female	0.97	0.85	0.99	0.13	0.44	0.4
Horse1	1	female	1.27	1.29	1.4	0.06	0.65	0.52
Horse2	1	female	1.25	1.32	1.46	0.07	0.65	0.55
Horse3	1	female	1.24	1.25	1.39	0.07	0.61	0.52
Horse4	4	female	1.35	1.28	1.69	0.07	0.66	0.53
Horse5	4	female	1.37	1.43	1.6	0.07	0.71	0.54
Horse6	4	female	1.43	1.48	1.74	0.06	0.73	0.53

We constructed and sequenced an RNA-seq library from 24 samples of pituitary and epiphyseal tissues taken from three DPs and three MHs at the juvenile and adult stages (Fig. 1a), as these tissue types are related to body size development [12, 13]. 

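RNA of the pituitary and of the long bone epiphysis, the end of a long bone, was sequenced from 12 horses, 6 of each breed. This gave 24 libraries in 8 groups of 3. The groups are the juvenile and adult DP pituitary (DPPJ and DPPA), the juvenile and adult DP long bone (DPLBJ and DPLBA), and the same 4 groups of MHs (MHPJ, MHPA, MHLBJ and MHLBA). The authors trimmed the reads, mapped them to the horse genome and deposited the number of reads on each of 24232 genes as whole counts, without normalization. They also deposited the RPKM, which is scaled by gene length and library size, of 24248 genes. Between 11433209 and 23573036 reads per pituitary library and between 11616518 and 27007342 reads per long bone library were counted on genes. The median was 19490046 reads in DPPJ, 15548895 in MHPJ, 21638458 in DPPA and 14238026 in MHPA. In the long bone it was 15814874 in DPLBJ, 19072287 in MHLBJ, 19515740 in DPLBA and 19433343 in MHLBA. In DPLBA replicate 2, the RPKM of 371 of 12015 genes was more than 2% away from the value that its reads give, against at most 5 genes in each of the other libraries. Differentially expressed genes (DEGs) between a pair of groups were called from the reads of their 6 libraries with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts (filterByExpr with a minimum count of 10). The threshold was that of the paper, an unadjusted P under 0.05 and a fold change over 2 in either direction, and p-values with Benjamini-Hochberg adjustment over the tested genes are given beside it. Log2 fold changes are DP minus MH or juvenile minus adult. Where a standard error (SE) is given, it is the size of the log2 fold change divided by the square root of the test's F statistic. It is therefore no separate estimate of the spread between libraries. CPM values are reads scaled to a common library size with the TMM factors and are given as mean ± SD. With 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1. A gene with at most 3 reads in every library of a group was taken as not told apart from 0 there, and a fold change against such a group is given as a lower bound. These limits cover counting error only.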

A total of 11,344 DEGs were obtained by RNA-seq, of which 7436 were differentially expressed between the two breeds at the same stage (juvenile or adult). Specifically, 2761 and 563 DEGs in the pituitary and 1908 and 2204 DEGs in the long bone epiphysis were identified between MHs and DPs at the juvenile and adult stages, respectively. In addition, 3958 genes were differentially expressed between the different developmental stages in the same breed; 1358 and 970 DEGs were identified in the MH pituitary and long bone epiphysis, while 1018 and 562 DEGs were identified in the DP pituitary and long bone epiphysis, respectively (Fig. 1b). 

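In the juvenile pituitary, 14603 genes were tested between DPs and MHs and 2962 were DEGs, of which 1110 were higher and 1852 lower in DPs. With limma the balance was the other way, with 1418 higher and 911 lower in DPs on log2(RPKM + 1) and 1876 higher and 1395 lower on log2(RPKM + 0.1). The adult pituitary gave 421 DEGs among 14376 genes, 252 higher and 169 lower in DPs. In the long bone epiphysis, 1899 of 13755 genes were DEGs at the juvenile stage (1146 higher and 753 lower in DPs) and 2580 of 14073 at the adult stage (1450 higher and 1130 lower). In the adult pituitary and the juvenile long bone, more DEGs were lower than higher in DPs without TMM normalization and with limma on either scale. The counts of these 4 comparisons add up to 7862 and cover 5880 different genes. Requiring a Benjamini-Hochberg adjusted p under 0.05 from the same edgeR test moved the counts most. It left 1275 DEGs in the juvenile pituitary, 315 in the adult long bone and 5 in the adult pituitary. These 5 genes, looked up after their values were seen, have no symbol in the files and were lower in DPs. In the juvenile long bone it left 0 DEGs. The lowest adjusted p there was 0.0958 from the quasi-likelihood test, and 2450 genes had an unadjusted P under 0.05. The libraries of DPs and MHs did not overlap for 39.7% of the tested genes in the juvenile pituitary, 17.6% in the adult pituitary, 21.7% in the juvenile long bone and 29.9% in the adult long bone. Chance gives 10% for 3 libraries against 3. Single libraries moved several counts by more than 1.5 times. Without MHPJ replicate 2 the juvenile pituitary gave 4505 DEGs, and without MHPA replicate 1 the adult pituitary gave 785. The juvenile long bone gave 3087 DEGs without DPLBJ replicate 1 and 1194 without MHLBJ replicate 3.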

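Between the developmental stages of MHs, 1117 of 14430 tested genes were DEGs in the pituitary (650 higher and 467 lower in juveniles) and 404 of 13899 in the long bone epiphysis (106 higher and 298 lower). In DPs, 518 of 14533 genes were DEGs in the pituitary (135 higher and 383 lower in juveniles) and 436 of 13866 in the long bone (219 higher and 217 lower). The 4 counts add up to 2475 and cover 2245 different genes. No gene of these comparisons had an adjusted p under 0.05, while 1685, 593, 1703 and 598 genes had an unadjusted P under 0.05 in the same order. The lowest adjusted p from edgeR's test was 0.0758 in the MH pituitary, 0.998 in the MH long bone, 0.419 in the DP pituitary and 0.988 in the DP long bone. Juvenile and adult libraries did not overlap for 17.6% and 21.8% of the tested genes in the MH and DP pituitary and for 8.76% and 9.01% in the MH and DP long bone, where 10% is the share that chance gives. The number of DEGs rested partly on single libraries. In the MH pituitary it was 2308 without MHPA replicate 1, 2119 without MHPJ replicate 2, 651 without MHPA replicate 2 and 651 without MHPA replicate 3. In the MH long bone it was 265 without MHLBJ replicate 2, 703 without MHLBA replicate 2 and 778 without MHLBA replicate 3. The DP pituitary gave 1141 DEGs without DPPA replicate 2 and 259 without DPPJ replicate 3. The DP long bone gave 1323 without DPLBJ replicate 1 and 209 without DPLBA replicate 3.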

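The expression profiles of the 24 libraries were compared by Pearson's correlation of log10(RPKM + 1) across genes, which are not independent replicates. For all 24 libraries the most similar other library came from the same tissue. Among the 12 long bone libraries, 11 were most similar to a library of the same breed. The exception was DPLBJ replicate 1, which was closest to MHLBJ replicate 2 (r = 0.968 across genes). Among the 12 pituitary libraries, 10 were most similar to a library of the same breed. DPPA replicate 1 was closest to MHPJ replicate 1 (r = 0.973) and MHPA replicate 1 was closest to DPPA replicate 1 (r = 0.953). Correlations ranged from 0.878 to 0.986 within the long bone and from 0.871 to 0.99 within the pituitary, and the highest between the tissues was 0.903. The counts of 11 and 10 were the same with Spearman's correlation, with log2 TMM-normalized CPM, with a pseudocount of 0.1 and with genes of an RPKM of at least 1.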

The sample correlation results showed that the pituitary samples were clusterd together independent of breed and developmental stage, while almost all long bone samples (except MH adult sample 4) were clustered by breed (Additional file 2). Cluster analysis of the different developmental stages of DPs and MHs showed significant differences between pituitary and epiphyseal tissues in the two breeds at the two developmental stages (Fig. 1c).

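Average-linkage clustering of the correlations between expression profiles parted the 24 libraries into 12 pituitary and 12 long bone libraries. When the 12 long bone libraries were clustered alone, MHLBA replicate 1 stood apart from the other 11. At 3 clusters, 5 DP libraries formed one cluster, and DPLBJ replicate 1 shared the other with 5 MH libraries. In the pituitary, MHPJ replicate 2 stood apart from the other 11 libraries.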

**Fig. 1:**
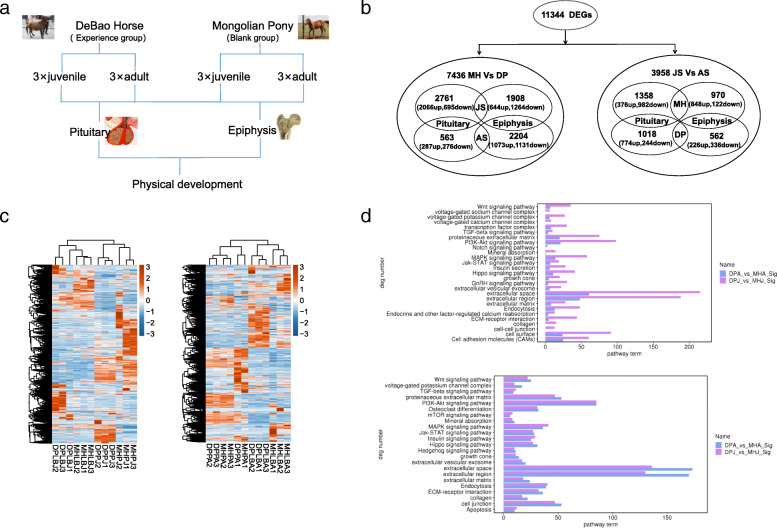
Summary of high-throughput sequencing data for the Debao pony (DP) and Mongolian horse (MH). **a** Schematic of the DP and MH groups. **b** Numbers of genes up/downregulated in the two breeds of horses at the two developmental stages (JS vs AS, juvenile stage vs adult stage). **c** Cluster analysis of the different developmental stages of DPs and MHs. The overall hierarchical clustering map based on FPKM values was generated with the log10 (FPKM+ 1) values. Red indicates strongly expressed genes, and blue indicates weakly expressed genes. The colors from red to blue indicated log10 (FPKM + 1) values from large to small. **d** GO and KEGG enrichment results for the DEGs in the MHPA vs DPPA and MHLBJ vs DPLBJ comparisons. MHPJ, juvenile Mongolian horse pituitary; MHPA, adult Mongolian horse pituitary; MHLBJ, juvenile Mongolian horse long bone; MHLBA, adult Debao pony long bone; DPPJ, juvenile Debao pony pituitary; DPPA, adult Debao pony pituitary; DPLBJ, juvenile Debao pony long bone; DPLBA, adult Debao pony long bone

Significant differences were found in matrix metalloproteinases (*MMPs*) and *collagen* in long bone tissues between adult and juvenile horses. 

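Genes of the MMP and collagen families were taken by their symbols and tested as sets between juveniles and adults with camera, at a preset correlation between genes of 0.01, and 8 set tests were adjusted together. In the DP long bone, 26 of 37 collagen genes were lower in juveniles, with a median log2 fold change of -0.36 (adjusted p = 0.000103). Of the 13 MMP genes, 10 were lower, with a median of -0.46 (adjusted p = 0.00478). In the MH long bone, 20 of 36 collagen genes were lower in juveniles (median -0.054, adjusted p = 0.224) and 8 of 13 MMP genes were higher (median 0.34, adjusted p = 0.0932). The MMP median was 0.025 without the low-count filter and 0.20 with all 12 long bone libraries fitted together. None of the 8 set tests had an adjusted p under 0.05 with fry, which estimates the correlation from the data, and the lowest was 0.163. The collagen DEGs in the DP long bone were COL3A1, COL6A1, COL6A2 and COL23A1, all lower in juveniles, and the MMP DEGs were MMP3 and MMP14, also lower. In the MH long bone they were COL2A1, COL4A5, COL9A2 and MMP3, which were lower in juveniles, and MMP16, which was higher. These genes were looked up after their values were seen. Leaving out one library changed several set results. The MH collagen median was 0.063 without MHLBA replicate 2. The MH MMP median was -0.091 without MHLBJ replicate 2, 0.11 without MHLBA replicate 1 and 0.14 without MHLBA replicate 3. The MH MMP set passed the camera threshold without MHLBJ replicate 3 (median 0.27, adjusted p = 0.0237) and without MHLBA replicate 2 (median 0.96, adjusted p = 0.00466), and the adjusted p lay between 0.0513 and 0.458 with another library left out. With the replicate number as a block the MH collagen median was 0.011 and the MH MMP median 0.69 (camera, adjusted p = 0.00329, against 0.0872 to 0.211 with the other alternatives that keep all libraries). Without TMM normalization the MH collagen median was 0.028 and the set passed the camera threshold (adjusted p = 0.043, against 0.128 to 0.27 with the other alternatives that keep all libraries). In DPs the adjusted p of the collagen set was 0.0541 without DPLBJ replicate 2, when the median was -0.37, and that of the MMP set was 0.103 without DPLBJ replicate 1, when the median was -0.69. The collagen median in DPs was -0.85 without DPLBJ replicate 1, -0.68 without DPLBJ replicate 3 and -0.66 without DPLBA replicate 1, and the MMP median -0.72 without DPLBA replicate 1. In MHs the collagen median was -0.32 without MHLBJ replicate 1 and -0.28 without MHLBA replicate 1.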

Greater enrichment of relevant pathways was observed at the juvenile stage than at the adult stage. However, the *MAPK* signaling pathway was less enriched at the juvenile stage than at the adult stage. In addition, significant differences were found in the *WNT* signaling pathway, the *PI3K-Akt* signaling pathway, cell junctions and cell surfaces in the pituitary glands between adult and juvenile horses (Fig. 1d). This finding suggests that in DPs, the *MAPK* signaling pathway may participate in limiting long bone growth at the juvenile stage.

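Of the genes with a WNT symbol, 10 were tested between juveniles and adults in the pituitary of each breed. In MHs, 8 of 10 were higher in juveniles, with a median log2 fold change of 0.42 (camera, adjusted p = 0.042; fry, adjusted p = 0.163). WNT7B, WNT8A and WNT10B were DEGs with higher expression in juveniles and WNT9A was a DEG with lower expression, as looked up after their values were seen. In DPs, 9 of 10 were lower in juveniles, with a median of -0.63 (camera, adjusted p = 0.145), and 0 of 10 were DEGs. Fitting all 12 pituitary libraries together moved the median in MHs to 0.59 with an adjusted p of 0.108, against 0.00737 to 0.0467 from camera with the other alternatives that keep all libraries. Without MHPJ replicate 1, 2 or 3 the median in MHs was 0.34, 0.82 or 0.94 and the camera test was no longer past its threshold (adjusted p from 0.0551 to 0.466). The median was 1.85 without MHPA replicate 1, 1.35 without MHPA replicate 2 and 0.86 without MHPA replicate 3. In DPs the median was 0.045 without DPPA replicate 1.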

As shown in the Venn diagram, 82 DEGs in the long bone epiphysis overlapped between the two breeds of horses at different stages, while 266 DEGs in pituitary tissue overlapped (Fig. 2a). 

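DEGs were called as shared when they passed the threshold in all 4 comparisons of a tissue, the breeds at each stage and the stages in each breed. In the pituitary 18 genes were shared, and in the long bone epiphysis 3, among them FOXP2 and WWC1, named after their values were seen. In 20 simulated data sets with the mean, dispersion and library sizes of these tissues and no difference between the groups, the 4 comparisons shared from 3 to 14 genes in the pituitary (median 8.5) and from 2 to 14 in the long bone (median 9.5). Among the alternatives that keep all libraries, the largest counts came from edgeR's exact test without a low-count filter in the pituitary, 56, and from edgeR's quasi-likelihood test without the filter in the long bone, 18. Without DPPA replicate 2 the pituitary count was 57, and it was 5 without DPPJ replicate 3. Without DPLBJ replicate 1 the long bone count was 13, and it was 1 without MHLBJ replicate 1.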

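TSHB (ENSECAG00000012981), which encodes the beta subunit of thyroid-stimulating hormone, had 80, 226 and 107 reads in the DPPJ libraries and 0 reads in each of the MHPJ libraries. Its level was 6.77 ± 3.77 CPM (SD, n = 3) in DPPJ. A count of 0 allows up to 3 reads per library, so it was at least 29.9-fold higher in DPPJ (adjusted p = 0.0231, edgeR's quasi-likelihood test).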

The volcano plot shows that *GH* and *TSHB* were significantly upregulated in the pituitary tissues of juvenile DPs and MHs, while *GHR* was significantly downregulated in the long bones of juvenile DPs and MHs. 

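GHR (ENSECAG00000002986), the growth hormone receptor gene, had 2363, 1459 and 1270 reads in the DPLBJ libraries and 4644, 6715 and 7132 reads in the MHLBJ libraries. Its RPKM was 42.1 ± 19.9 (SD, n = 3) in DPLBJ and 129 ± 11.7 (SD, n = 3) in MHLBJ. The libraries of the breeds did not overlap (exact permutation test, two-sided p = 0.1).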

*GHR* expression was significantly lower in DPs than in MHs. In addition, the expression of genes related to the epiphyseal cell matrix, such as *ALPL*, *COL* and *MMP* was significantly higher in MHs than in DPs, while the expression of *GH*, *TSH* and *IGF-1* in the pituitary was significantly higher in juvenile DPs than in juvenile MHs (Fig. 2b).

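In the juvenile long bone, ALPL was higher in DPs, with a log2 fold change of 2.64 (SE 0.459, adjusted p = 0.136 from edgeR's quasi-likelihood test). Among 37 collagen genes 30 were higher in DPs, with a median log2 fold change of 1.02 (camera, adjusted p = 0.00015; fry, adjusted p = 0.163). Of the 15 collagen DEGs, 14 were higher in DPs and COL4A2 was lower. Of 13 MMP genes 11 were higher in DPs, with a median of 0.89 (camera, adjusted p = 0.0887). MMP8, MMP9 and MMP25 were DEGs with higher expression and MMP11 was a DEG with lower expression in DPs, as looked up after their values were seen. The MMP set passed the camera threshold without TMM normalization (median 0.66, adjusted p = 0.043, against 0.0872 to 0.109 with the other alternatives that keep all libraries). It also passed without MHLBJ replicate 2 (median 0.85, adjusted p = 0.0396), and the adjusted p lay between 0.0789 and 0.145 with another library left out. The collagen median was 0.59 without DPLBJ replicate 1. In the juvenile pituitary, IGF1 was lower in DPs, at 1.48 ± 0.508 CPM (SD, n = 3) against 4.16 ± 1.97 CPM (SD, n = 3) in MHs. Its log2 fold change was -1.49 (SE 0.503, adjusted p = 0.108 from edgeR). It was a DEG, but no longer one without DPPJ replicate 1 (-1.63), DPPJ replicate 3 (-1.21) or MHPJ replicate 2 (-1.04), or with limma on log2(RPKM + 1) (-0.79) or log2(RPKM + 0.1) (-1.19).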

**Fig. 2:**
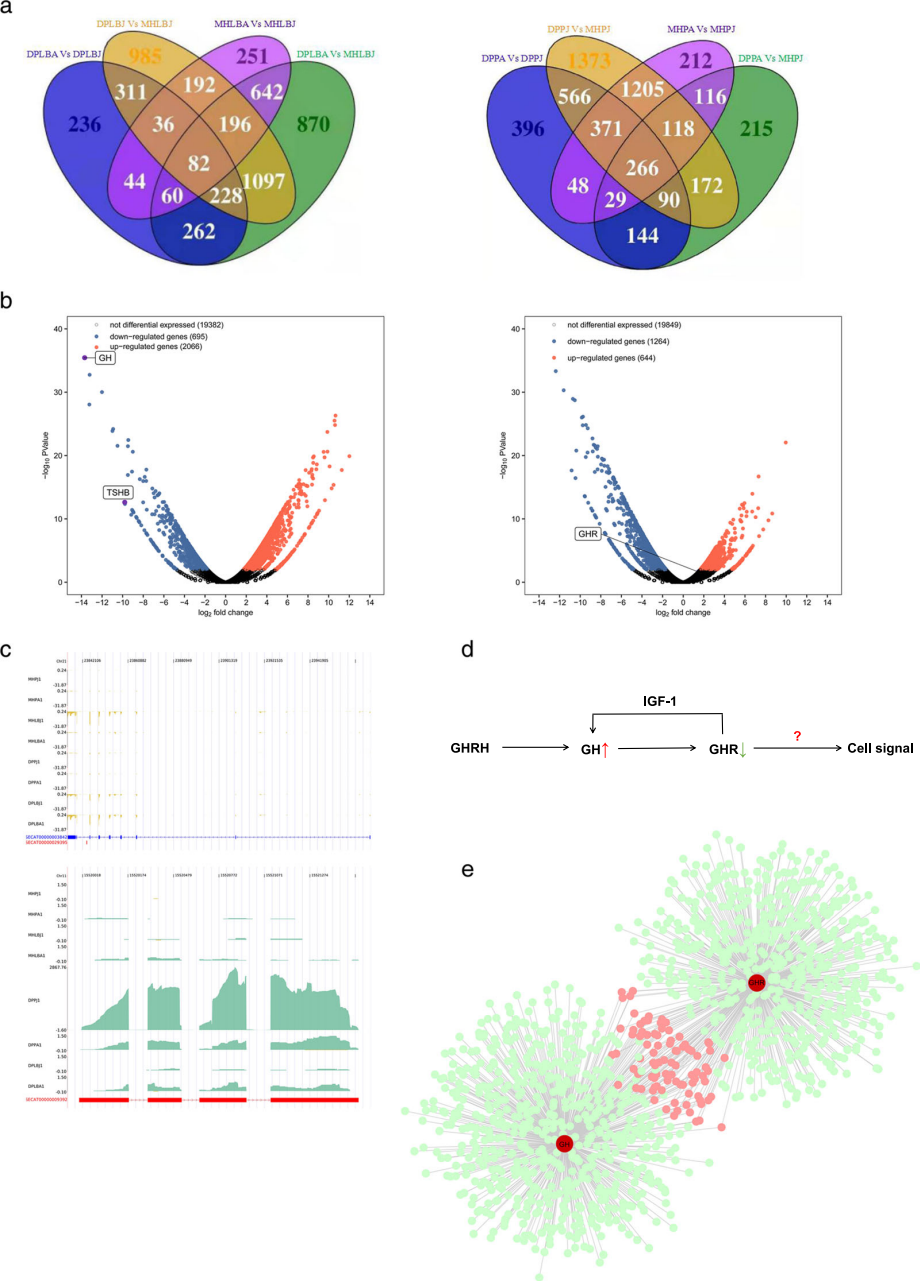
Expression levels of *GH* and *GHR* genes in pituitary and epiphyseal tissues from Debao ponies and Mongolian horses, as determined by RNA-seq. **a** Venn diagram showing the numbers of the DEGs in the comparisons between pituitary and epiphyseal tissues between the two breeds. **b** Volcano plots highlighting the DEGs in blue (*P* < 0.05) and red (q < 0.05) for the DPPJ vs MHPJ and DPLBJ vs MHLBJ comparisons DPPJ, juvenile Debao pony pituitary; MHPJ, juvenile Mongolian horse pituitary; DPLBJ, juvenile Debao pony long bone; MHLBJ, juvenile Mongolian horse long bone. **c** Integrative Genomics Viewer visualization of GH and GHR gene RNA-seq data from the DP and MH pituitary and long bone tissue samples. Red indicates the reference gene tracks (ENSECAG00000002986 GHR;ENSECAG00000009392 GH); yellow and blue indicate the GHR and GH gene RNA-seq data tracks, respectively; the Y-axis shows the different samples; the X-axis shows a genome coordinate ruler that indicates the size of the region considered. **d** Interactions of GH and GHR and their effects on downstream cell signaling pathways. **e** The coexpression network linking GH and GHR revealed several key genes, such as *ATF3*, *EGR3*, *SOX2*, *SOX5*, and *RUNX2*

### DPs exhibit excessive *GH* expression and low *GHR* expression

*GH* expression and *GHR* expression were differed significantly in the tissues of the two breeds (Fig. 2c). 

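At the adult stage, GH had 142, 231554 and 147709 reads in the DPPA libraries and 5, 97101 and 197104 reads in the MHPA libraries. Its log2 fold change was 0.021 (SE 2.58, adjusted p = 0.999 from edgeR's quasi-likelihood test), so no difference was detectable beside this spread. The direction changed without MHPA replicate 1 (-0.59), MHPA replicate 2 (-0.050), DPPA replicate 2 (-0.69) or DPPA replicate 3 (-0.14), without TMM normalization (-0.24) and without the low-count filter (-0.0035). GHR in the adult long bone was 130 ± 91.9 CPM (SD, n = 3) in DPs and 231 ± 83.3 CPM (SD, n = 3) in MHs, with a log2 fold change of -0.83 (SE 0.536) that did not pass the threshold. Without DPLBA replicate 1 it was -1.55 and GHR was a DEG, and without DPLBA replicate 2 it was -0.46. The difference between the stages in the effect of breed was tested itself as an interaction. It was 13.77 on the log2 scale for GH in the pituitary (adjusted p = 0.166 from edgeR) and -0.67 for GHR in the long bone (adjusted p = 0.981 from edgeR).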

*GH* expression in the juvenile DP pituitary (DPPJ) was 13-fold higher than that in the juvenile MH pituitary (MHPJ) (Additional file 3). 

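GH, which the files list as ENSECAG00000009154, had 241185, 349021 and 494087 reads in the DPPJ libraries and 0, 41 and 2 reads in the MHPJ libraries. It was found by its symbol, since the files list the identifier in the legend of Fig. 2 as HEATR4. This is 17500 ± 4337 CPM (SD, n = 3) in DPPJ and 1.37 ± 2.25 CPM (SD, n = 3) in MHPJ. The log2 fold change was 13.72 (SE 2.14), with an adjusted p of 0.0231 from edgeR's quasi-likelihood test. The adjusted p of that test was 0.0626 with all 12 pituitary libraries fitted together and 0.0847 with the replicate block, while the other alternatives that keep all libraries gave an adjusted p under 0.05. On this log2 scale, limma on log2(RPKM + 0.1) gave the highest value of the alternatives that keep all libraries, 15.33, and limma on log2(RPKM + 1) the lowest, 13.33. With one library left out in turn the log2 fold change lay between 13.09 and 17.91. The highest, which depends on the prior count because 0 and 2 reads are left in MHPJ, was without MHPJ replicate 2, when the adjusted p from edgeR was 0.000166. With another library left out the adjusted p from edgeR lay between 0.053 and 0.117. The prolactin gene PRL had 11300 ± 4025 CPM (SD, n = 3) in DPPJ and 0.414 ± 0.57 CPM (SD, n = 3) in MHPJ, and 14 of 15 hormone genes of the anterior pituitary were DEGs with higher expression in DPPJ.

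**Figure D1:**
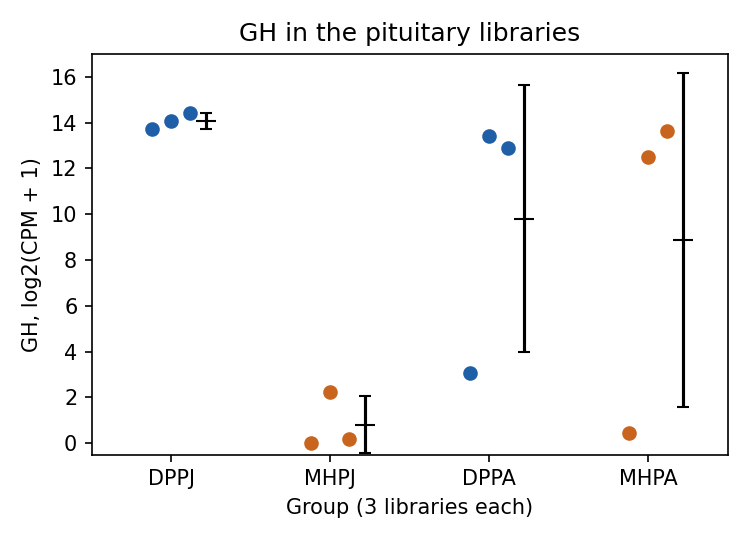
GH expression in each pituitary library, as log2(CPM + 1), in juvenile and adult DPs and MHs (n = 3 per group). Points are libraries and bars are the mean ± SD. With all 12 pituitary libraries scaled together, GH was at most 3.73 CPM in the MHPJ libraries. On this scale it was 7.37 CPM in DPPA replicate 1 and 0.37 CPM in MHPA replicate 1.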

Although *GHR* expression in the juvenile DP long bone (DPLBJ) was 1.4-fold lower than that in the juvenile MH long bone (MHLBJ) (Additional file 4). 

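GHR had 120 ± 59.7 CPM (SD, n = 3) in DPLBJ and 326 ± 23.9 CPM (SD, n = 3) in MHLBJ, with a log2 fold change of -1.44 (SE 0.384). It was a DEG by the unadjusted P, while its adjusted p was 0.154 from edgeR's quasi-likelihood test, 0.0527 from edgeR's exact test without the low-count filter and 0.0151 from DESeq2. The other alternatives that keep all libraries, from edgeR's quasi-likelihood test or limma, gave an adjusted p between 0.105 and 0.196. Without DPLBJ replicate 1 the adjusted p from the quasi-likelihood test was 0.017. It lay between 0.161 and 0.492 with another library left out. With one library left out in turn the log2 fold change lay between -1.91 and -1.16. In the same libraries, 7 genes of adipocytes were all DEGs with lower expression in DPs, with a median log2 fold change of -1.68. From a high expression of GH in the pituitary and a low expression of GHR in the long bone, the paper proposes that a lack of GHR may be related to the small body size of DPs.

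**Figure D2:**
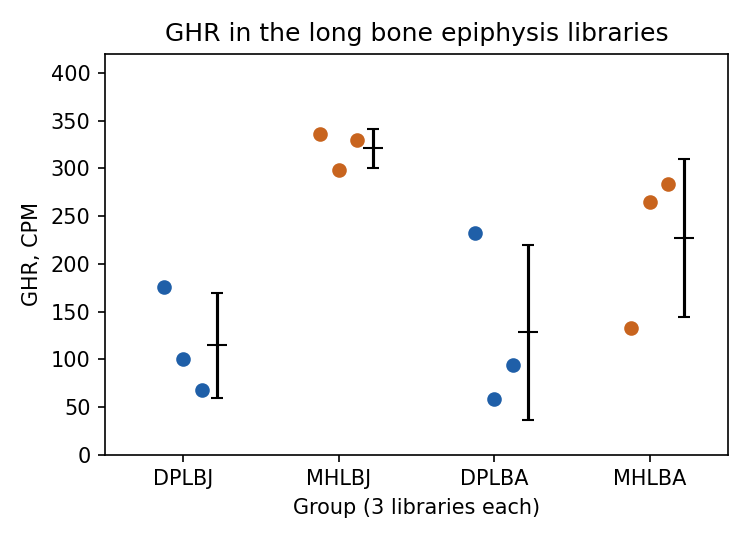
GHR expression in each long bone library, in CPM, in juvenile and adult DPs and MHs (n = 3 per group). Points are libraries and bars are the mean ± SD; the DPLBJ libraries lie below all MHLBJ libraries, and the adult groups overlap.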

Analysis of protein levels showed that GH expression in the pituitary tissue was higher in DPs than that in MHs at both stages, although this difference was not found in long bone tissues (Additional file 5). Thus, we found that DPs have high expression of *GH* and low expression of *GHR*. Low expression of GHR may lead to GH insensitivity. Previous studies have shown that idiopathic dwarfism is associated with extremely low expression of GHR [17, 18]. Thus, we hypothesized that the low expression of GHR may be related to the small size of DPs.

GH is synthesized and secreted mainly by GH cells in the anterior pituitary and is very important for the growth and development of bone and the maintenance of bone mass. When GH and GHR are expressed simultaneously, they act on target cells through a corresponding signaling pathways (Fig. 2d). Through analysis of the coexpression network linking *GH* and *GHR*, we found that many genes related to extracellular matrix (ECM) development were associated with these cellular signaling pathways (Fig. 2e).

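Coexpression with GHR was computed over the 12 long bone libraries for 16 genes of Fig. 2e and Fig. 5a, as Pearson's r of log2 CPM with a two-sided permutation test and Benjamini-Hochberg adjustment over the 16 genes. Of the transcription factor genes in Fig. 2e, EGR3 had r = 0.681 (p = 0.00989, adjusted p = 0.0144; rho = 0.776, p = 0.00387), SOX5 had r = 0.611 (p = 0.0369, adjusted p = 0.0454; rho = 0.685, p = 0.0168) and ATF3 had r = 0.608 (p = 0.0398, adjusted p = 0.0455; rho = 0.706, p = 0.0134). SOX2 (r = 0.298, adjusted p = 0.431; rho = -0.0411, p = 0.902) and RUNX2 (r = 0.183, adjusted p = 0.56; rho = 0.119, p = 0.716) were not coexpressed with GHR by the permutation test, and SOX2 had at most 0.6 CPM in any library. Without DPLBA replicate 2 and DPLBJ replicate 3, the libraries farthest from the median of GHR, r was 0.678 for EGR3 (adjusted p = 0.0327), 0.54 for SOX5 (adjusted p = 0.121) and 0.546 for ATF3 (adjusted p = 0.121). With the breed means removed, r was 0.569 for EGR3, -0.27 for SOX5 and -0.0971 for ATF3, none with an adjusted p under 0.05.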

GH stimulates the production of IGF-1, and IGF-1 acts as a surrogate marker for GH. The results of this study revealed that the expression of *IGF-1* was higher in the liver in MHs than in DPs at both the adult and juvenile stages (Additional file 6). In addition, GH expression was extremely high in the DP pituitary of DPs compared with the pituitary of MHs at the juvenile stage (*P* < 0.001) (Fig. 3a). Transcript levels alone are not sufficient to predict protein levels in many situations. In additon, other hormones have been shown to be different in the two horse breeds. For example, common glycoprotein alpha (CGA) and TSHB are positively and negatively regulated by triiodothyronine (T3), respectively. We found no significant differences in CGA or TSHB expression between adult DPs and MHs; however, the opposite result was observed in juvenile horses (Fig. 3b, c).

**Fig. 3:**
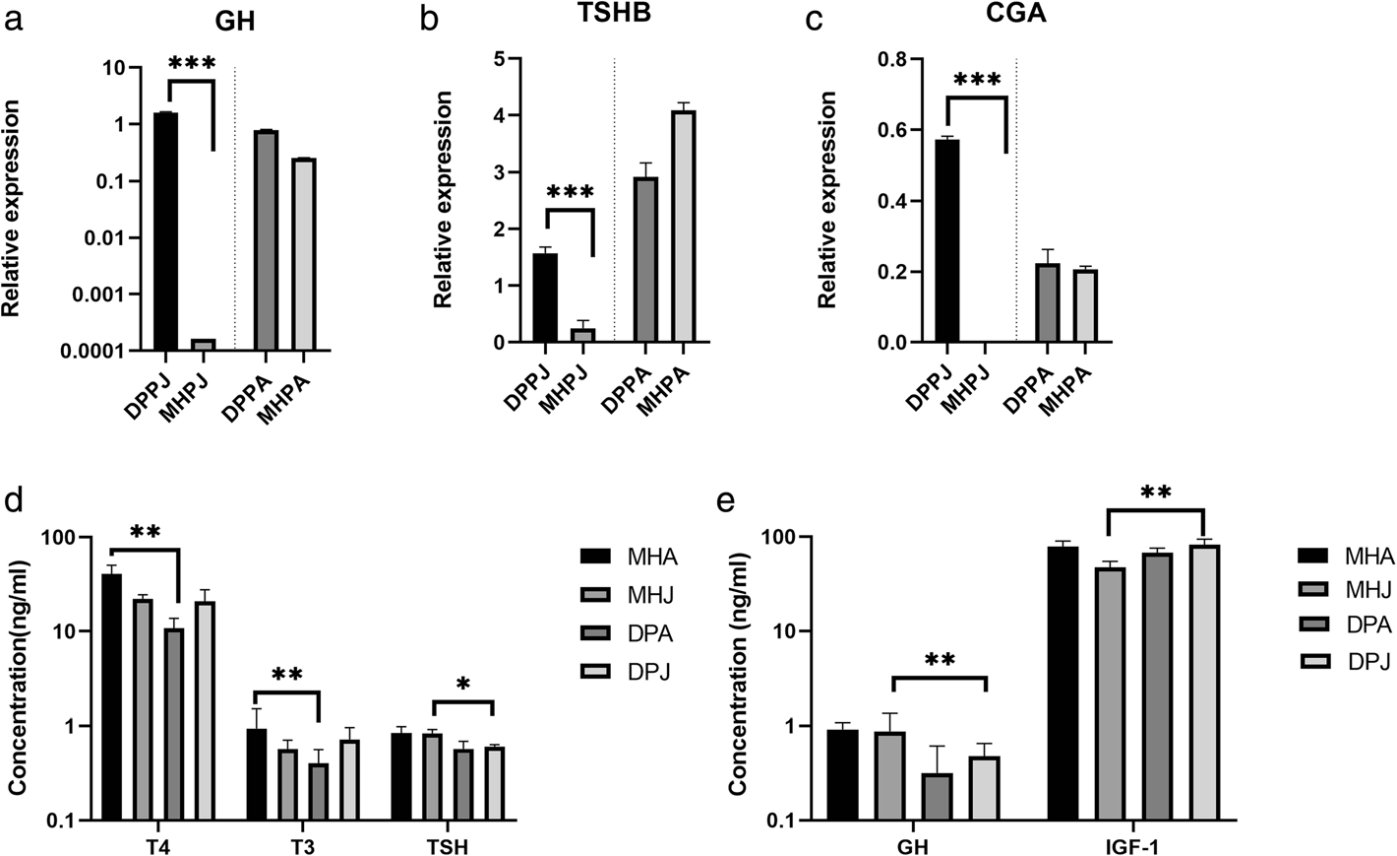
Expression levels of key genes in pituitary tissues from Debao ponies and Mongolian horses. **a** Expression levels of GH genes in pituitary tissues from Debao ponies and Mongolian horses. **b, c** Expression levels of *TSHB* and *CGA* in pituitary tissues from Debao ponies and Mongolian horses. **d** Determination of plasma T3, T4, and TSH concentrations in Mongolian horses and Debao ponies during the juvenile and adult stages. **e** Determination of plasma GH and IGF-1 concentrations of in Mongolian horses and Debao ponies during the juvenile and adult stages. (*P < 0.01, **P<0.05, ***P<0.001)

To determine the effects of additional relevant hormones on the body height of DPs, the concentrations of T3, T4, IGF-1, GH and TSH in plasma were determined by radioimmunoassay. Plasma hormone concentrations differed significantly among the groups. The T3 and T4 concentrations were higher in adult MHs than in DPs (*P* < 0.001), but did not differ at the juvenile stage in these two breeds; the T3 and T4 concentrations in adult MHs were significantly higher than those in juvenile MHs (*P* < 0.001), while those in DPs displayed the opposite trend; and the TSH content in juvenile DPs was lower than that in MHs (*P* < 0.01) (Fig. 3d). Moreover, the concentrations of GH and IGF-1 differed between the two horse breeds at the juvenile stage. In DPs, the IGF-1 and the GH concentrations were higher in juveniles than in adults (*P* < 0.01 and *P* < 0.001, respectively). However, in MHs, the plasma concentration of GH in juveniles was similar to that in adults, while the IGF-1 concentration was higher in adults (*P* < 0.001) (Fig. 3e). The different changes in hormone concentrations between these groups indicated that these genes may play an important role in the hypothalamus in regulating body size.

### In vitro validation of the key genes in signaling pathways related to short stature

According to the above experimental results, the *GHR* and *WNT* signaling pathways are relevant to the regulation of body growth. To obtain a reliable dataset for RNA-seq analysis, we conducted a series of in vitro experiments. Knockout or silencing of key genes to observe phenotypic changes is the primary strategy for verification experiments. *GHR* expression in long bone tissue was much lower in juvenile DPs than in MHs (*P* < 0.001) (Fig. 4a). Moreover, targeted GHR-RNAi constructs were selected for packaging according to the characteristics of the ATDC5 cell line from mice. When ATDC5 cells reached 80% confluence, the optimal multiplicity of infection (MOI) was approximately 10 (Additional file 7). Lentiviral knockdown experiments showed that *GHR* expression in ATDC5 cells was significantly decreased after transfection (Additional file 8). The expression of the *GHR*, *m-RAS* and *ATF3* genes, which are related to the *GHR* pathway, in transfected cells was lower than that in untransfected cells (*P* < 0.05) (Fig. 4b). Furthermore, the apoptosis rate of the control cells was lower than that of the untransfected cells, and the apoptosis rate of the blank cells was lower than that of the *GHR*-knockdown cells. In contrast, the apoptotic rate of virus-transfected cells was relatively high (*P* < 0.05) (Fig. 4c, Additional file 9).

**Fig. 4:**
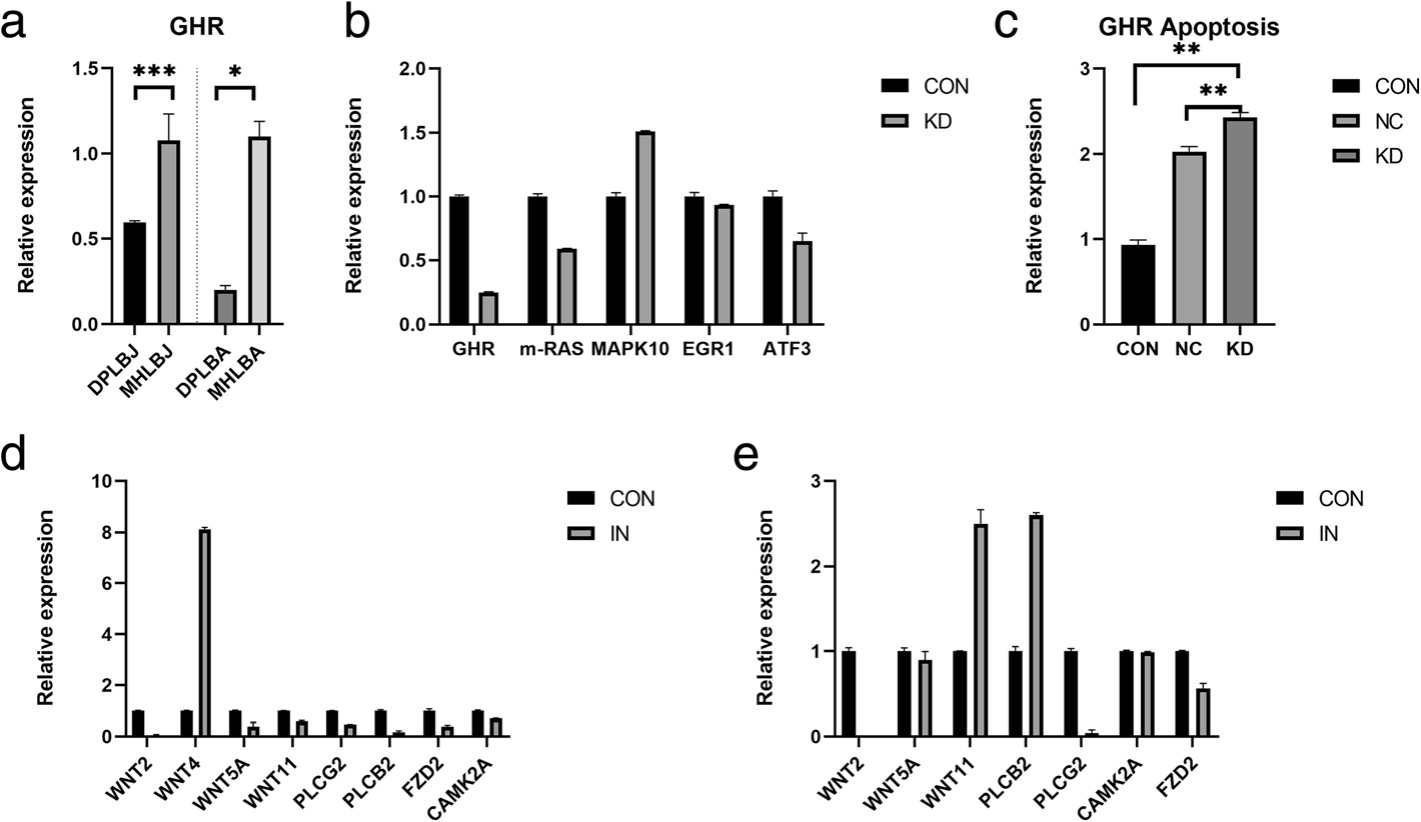
Expression levels of key genes in the long bone epiphyseal tissues from Debao ponies and Mongolian horses. **a** Expression levels of *GHR* in long bone tissues from Debao ponies and Mongolian horses. **b** Expression of the *GHR* signaling pathway in a lentivirus-infected cell line. **c** Detection of apoptotic cells by FACS. **d** Gene expression in the *WNT5A* signaling pathway in osteoblasts. **e** Gene expression in the *WNT5A* signaling pathway in ATDC5 cells. (*P < 0.01, **P < 0.05, ***P < 0.001)

The role of the *WNT* signaling pathway was verified in two cell lines, one of which was a horse bone marrow mesenchymal stem cell (BMSC) line. The other cell line used for validation was ATDC5. First, the cell line was obtained and identified: Highly active horse BMSCs were obtained, and the expression of the transcription factor *Nanog* and the surface markers *CD44*, *CD90*, and *CD105* in the cell line was determined. After induction and differentiation, the resulting osteoblasts were determined to be in good condition and became nodular (Additional file 10). Alizarin red stained the bone nodules formed by osteoblasts red, and Alcian blue stained the regions with accumulated proteoglycans and hyaluronic acid blue (Additional file 10). The expression of *COL* and *ALPL* in osteoblasts increased significantly with the increasing induction time (Additional files 11 and 12). Second, the expression of *WNT* pathway genes in osteoblasts induced for 14 days was detected by quantitative real-time PCR (q-PCR) (Additional file 13). The expression of *WNT5A* and *WNT2* gions osteoblasts decreased significantly (*P* < 0.05). However, *CAMK2A* expression did not change significantly, suggesting that the noncanonical *WNT* pathway might not be altered in the bone tissue of DPs (Fig. 4d). The expression of the *WNT* pathway genes in the ATDC5 cell line was similarly detected by q-PCR (Additional file 14), *WNT4* expression was increased, although *WNT11, WNT5A* and *WNT2* expression was decreased (*P* < 0.05); additionlly, *FZD2*, *PLCɡ2* and *PLCβ2* expression was decreased in this cell line (Fig. 4e). In summary, these in vitro cell validation assays showed that the *WNT5A* and *WNT2* genes acted through the *PLCβ2* pathways via *WNT* antagonists in ATDC5 cells and horse BMSCs.

In addition, we investigated whether alterations in upstream transcription factors or in SNPs in the key gene *GHR*. The sequences of all transcription factor genes from *Equus caballus* (Assembly EquCab3.0) were obtained from an animal transcription factor database (http://www.bioguo.org/AnimalTFDB). In total, 71 transcription factor genes were coexpressed with *GHR,* and 11 of these genes might play important roles in regulating the expression levels of *GHR* (Fig. 5a). 

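Among the 16 genes, all 11 transcription factor genes of Fig. 5a were positively correlated with GHR over the 12 long bone libraries. Their r ranged from 0.649 (GULP1; p = 0.0181, adjusted p = 0.0242; rho = 0.706, p = 0.0126, permutation test) to 0.926 (CBFB). CBFB had a p of 5e-05 and an adjusted p of 8e-04 by the permutation test, and its rho was 0.972, with a p of 1e-05, the smallest that 1e+05 permutations give. In all, 14 of the 16 genes had an adjusted p under 0.05. Their number was 14 with Spearman's correlation, 14 with log2(RPKM + 1), 11 without the 2 libraries farthest from the median of GHR, and 11 without MHLBJ replicate 3. GHR was lower in DPs than in MHs in most of these libraries, so the relation was also computed without the difference between the breeds. With the breed means removed, 2 genes had an adjusted p under 0.05, CBFB (r = 0.843, adjusted p = 0.004) and BCL6B (r = 0.736, adjusted p = 0.0454), and 4 had an unadjusted P under 0.05. Within the 6 DP libraries only CBFB had an adjusted p under 0.05 in an exact permutation test (r = 0.963, adjusted p = 0.0222). Within the 6 MH libraries 0 genes did, and 7 had an unadjusted P under 0.05. The genes singled out were named after their values were seen. The search over all transcription factor genes was not repeated here.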

In our study, the 5000 bp nucleotide sequence upstream of the *GHR* transcription start site was investigated in DPs and MHs. One SNP, a non-synonymous mutation chr21 23,969,806 C-T of GHR (Fig. 5b) was found in DPs. Binding motifs analysis was performed, and the results revealed that SNPs led to differences in transcription factor binding motifs. This result implies that the SNP in *GHR* promoters might alter the binding motifs and lead to the different gene expression levels in the two breeds.

**Fig. 5:**
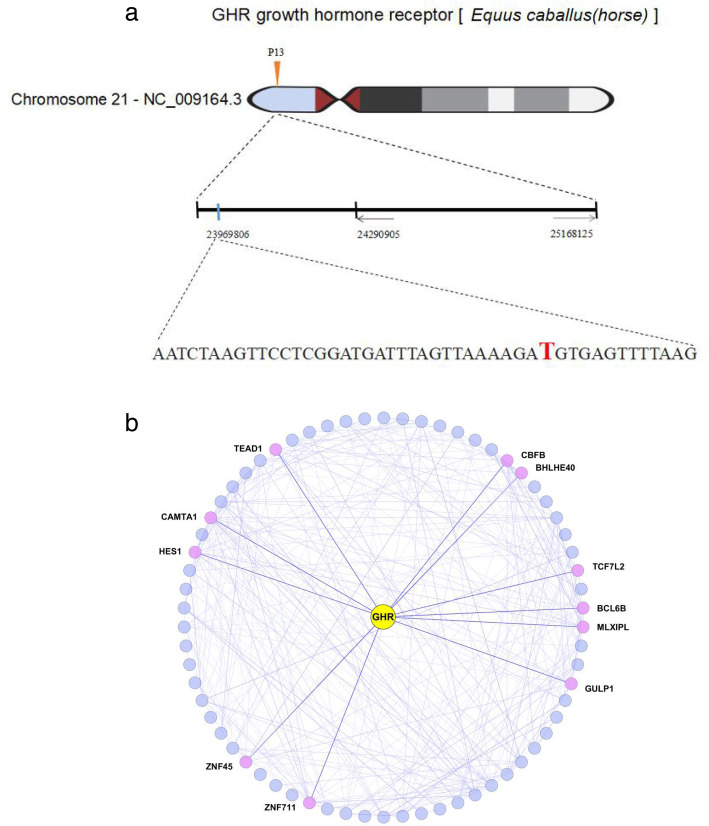
Transcription factor genes that coexpressed with *GHR* in Debao ponies and Mongolian horses. **a** Transcription factor genes coexpressed with *GHR* and coexpression relationships in the long bone tissues from the two breeds. **b** Location of the SNP in the *GHR* of the Debao pony

### Activation of bone signaling cascades is significantly altered in DPs

On the basis of the transcriptome sequencing results between DP and MH pituitary and epiphyseal tissues, candidate genes were screened, and q-PCR and Western blot analysis were the used to verify the accuracy of the transcriptome data (Additional files 3, 4, 5 and 6). The transcriptome data were considered from a biogenetics perspective to determine the possible regulatory pathways controlling short stature in DPs. The above results indicated that in juvenile DPs, the pituitary gland secretes high levels of GH, while the epiphyses exhibit a lack of *GHR*. *GHR*, *m-RAS* and *ATF3,* which are involved in the *GHR* pathway, were found to be significantly down regulated, by 75.2, 41 and 34.9%, respectively, in ATDC5 cells with GHR-RNAi lentivirus-mediated knockdown. Thus, bone growth in DPs may be inhibited via downregulation of the *GHR* pathway (Fig. 6a). However, *WNT2,WNT5A,PLCɡ2* and *FZD2* were noticeably downregulated, by 96.5, 61, 53.3 and 61%, respectively, in transfected ATDC5 cells. Such changes may increase the concentration of Ca^2+^ through *WNT* pathway activation and Ca^2+^ export from cells via solute carrier family 8 member A3 (*SLC8A3*) and transient receptor potential cation channel subfamily V member 4 (*TRPV4*) channels promote mineralization and early epiphyseal closure in coordination with changes in the expression of *ALPL* and epiphyseal factors, and stimulate osteoclastogenesis to enhance bone resorption via the *TLR* pathway (Fig. 6b).

**Fig. 6:**
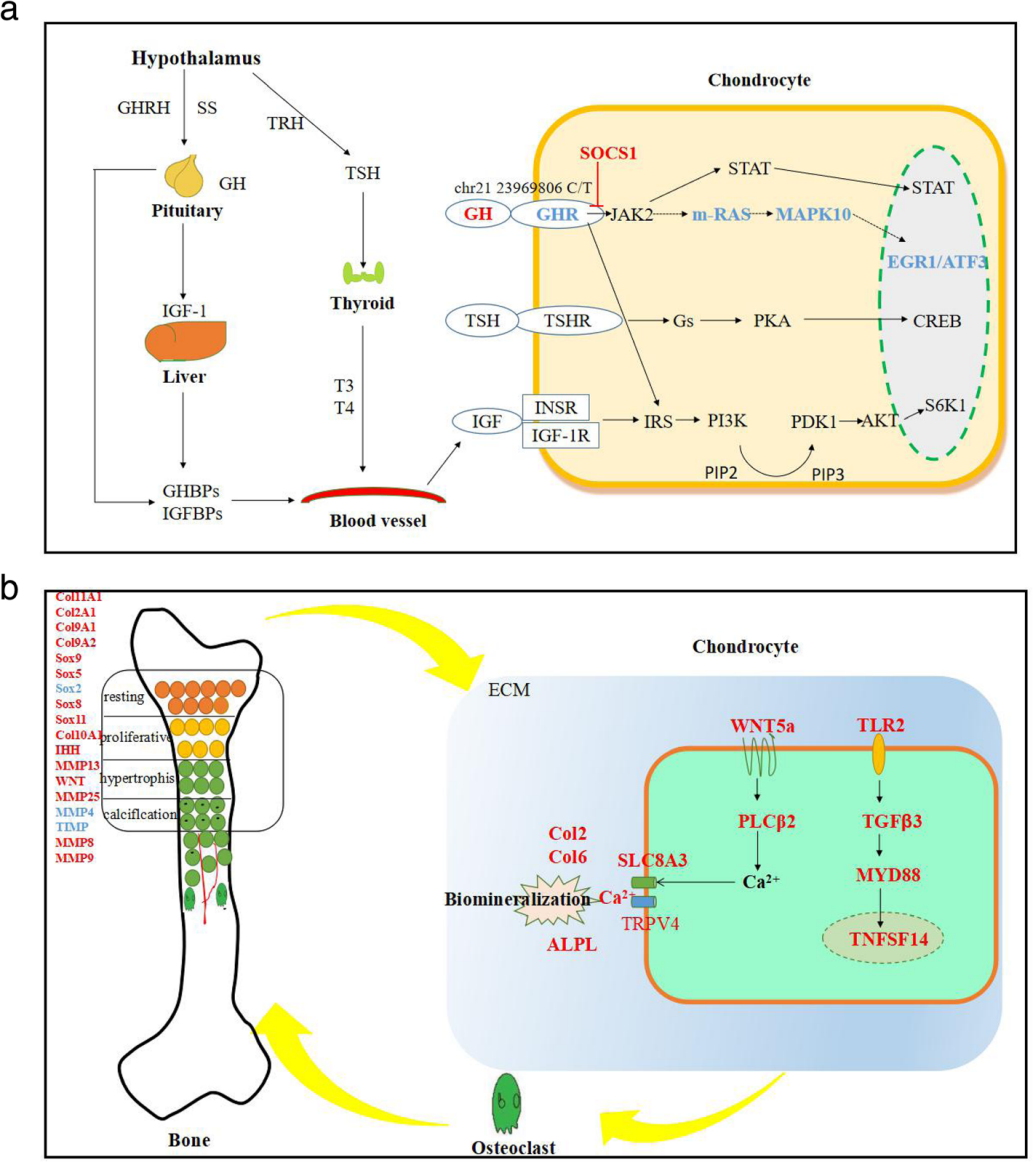
Signaling pathways regulating short stature in the Debao pony. **a** The *GHR* signaling pathway regulates short stature in the Debao pony. **b** The *WNT5A* and *TLR2* signaling pathways regulate short stature in the Debao pony. Genes with upregulated expression compared with that in the juvenile Mongolian horse are shown in red, while genes with downregulated expression are shown in blue

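Of the genes that the paper names with a direction or as unchanged in the juvenile long bone, 49 are counted here. By their symbols 48 were found, 40 were tested and 28 were DEGs between DPs and MHs. With adjustment over all genes tested 0 of them had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and adjusted over the list alone 20 had. That 0 depends on the test. GHR had an adjusted p of 0.0151 with DESeq2, and COL10A1 one of 0.00602 with edgeR's exact test without the low-count filter. The study chose this list and its directions on the same libraries. The count adjusted over the list alone, and the counts of overlap and direction that follow, are therefore not independent evidence. For 17 of the genes the DP and MH libraries did not overlap. The 10% that chance gives holds only for genes not picked on these libraries. Of the tested genes that the paper states as higher in DPs, apart from the SOCS family, 22 of 22 were higher and 20 were DEGs. Of those it states as lower, 8 of 8 were lower and 8 were DEGs. In the GHR pathway of Fig. 6a, MAPK10 had a log2 fold change of -2.74 (SE 0.566, adjusted p = 0.136 from edgeR). In the pathways of Fig. 6b, PLCB2 had 2.21 (SE 0.829, adjusted p = 0.238 from edgeR) and was no longer a DEG without DPLBJ replicate 2 (0.96), MHLBJ replicate 1 (1.96) or MHLBJ replicate 3 (2.14), or with limma on log2(RPKM + 1) (1.31) or log2(RPKM + 0.1) (1.46). TGFB3 had a log2 fold change of 1.48 (SE 0.629) and was a DEG, but not with any library other than DPLBJ replicate 2 left out (from 0.92 without DPLBJ replicate 1 to 1.54 without MHLBJ replicate 3), without TMM normalization (1.29), with the replicate block (1.12) or with limma (0.88 and 0.92). MMP13, at 1.17 (SE 0.685), did not pass the threshold, and was at 0.23 without DPLBJ replicate 3. WNT2 had 0, 33 and 3 reads in DPLBJ and 3, 0 and 1 in MHLBJ and was not tested. Its mean was at least 5.16-fold higher in DPLBJ, from a single library.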

## Discussion

Since 2007, when a draft genome of a thoroughbred mare was obtained, research on horses has entered a new era [19]. Gene expression levels in tissues from 8 breeds of horses were studied, and 75,116 transcripts were found, among which 20,302 protein-coding gene loci were accurately identified [20, 21]. A high-throughput study on body size correlations in horses confirmed that many genes are closely related to body height [9–11]. In addition, a genome-wide scan of the X chromosome of the DP using an Equine SNP70 BeadChip revealed that five regions on the X chromosome are under strong selection. The candidate regions include *SMS*, *DKC1*, etc., which are involved in bone development, GH secretion and fat deposition; these genes may also be related to body height [22]. Furthermore, an Equine 70 K SNP genotyping array was used for genome-wide detection of copy number variations among domestic DPs, MHs and Yili horses, and 60, 42 and 91 genes were found to overlap with the breed-specific, respectively. Thus, these genes may be relevant to breed-specific traits [16]. A study using an Equine SNP 65 BeadChip also revealed that a new candidate gene, T-box transcription factor 3 (*TBX3*), exhibited the greatest differentiation and most significant association with body size among the examined genes and is thus likely to be the dominating factor controlling the small stature of the DP. *TBX3* was elected independently in the DP, suggesting that there were multiple origins of small stature in horses [23]. However, these studies did not clearly reveal the molecular mechanism underlying short stature in the DP.

In this study, we selected MHs and DPs with different body heights for RNA-seq analysis and found that the expression levels of multiple genes were related to the heights of the two breeds. *GHR* expression in long bone tissue was 1.4-fold lower in DPs than in MHs, while *GH* expression was 13-fold higher, similar to the changes observed for dwarfism syndrome caused by familial dwarfism, idiopathic dwarfism and *GHR* mutation [17, 18] (Additional files 3 and 4). The routine treatment for these diseases is injection of recombinant GH, but this often causes transient hyperglycemia, peripheral edema, fluid retention and other side effects. Therefore, research on short- stature animals with normal physiological activities can reveal the physiological mechanism underlying the small size phenomenon and aid in the development of treatments for dwarfism and other diseases.

In many patients, the short stature is caused by an imbalance in changes in the body’s growth axis. The GHRH-GH-IGF axis, which is regulated by neuroendocrine factors, affects the growth and development of mammals. We thus collected the blood from these two breeds and measured hormone concentrations. We found that DPs exhibited unique physiological characteristics during the development of short stature, including high plasma IGF concentrations, low plasma GH concentrations, and high tissue GH expression levels. The results regarding plasma hormone levels were similar to those obtained for pygmies in Africa [24], but significantly different from those obtained for *GHR-*knockout animal models [5, 25]. This discrepancy may be due to the differences between knockout mice and natural dwarfs. Notably, thyroid hormone is an important regulator of bone growth [26]. 

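TSHR, the gene of the thyroid-stimulating hormone receptor, had 16, 5 and 5 reads in the DPPJ libraries and 6, 2 and 2 reads in the MHPJ libraries and was below the low-count filter. A difference was not detectable at this depth (exact permutation test, two-sided p = 0.5). CGA, which the files list as CG and which encodes the alpha subunit shared by thyroid-stimulating hormone and the gonadotropins, had 3195 ± 1690 CPM (SD, n = 3) in DPPJ and 0.387 ± 0.67 CPM (SD, n = 3) in MHPJ. Its log2 fold change was 13.2 (SE 1.77, adjusted p = 0.0175 from edgeR's quasi-likelihood test) and all 12 of its reads in MHPJ came from MHPJ replicate 2. With one library left out in turn the log2 fold change of CGA lay between 12.5 and 18.85. The highest, without MHPJ replicate 2, depends on the prior count because no reads are left in MHPJ. Its adjusted p from edgeR was under 0.05 in 1 of these 6 fits.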

Our transcriptome data showed a significant difference in TSH levels but no difference in TSHR levels between the two horses at the juvenile stage. Specifically, the plasma TSH levels in juvenile DPs were lower than those in juvenile MHs, while the plasma T3 and T4 concentrations in adult DPs were higher than those in adult MHs. The expression of CGA in tissues was consistent with that of TSH [27]. CGA regulates synthesis and secretion by affecting T3 and indirectly mediates the role of TSH in DPs. These results indicated that a change in the TRH-TSH-T3T4 growth axis might be contributing of short stature in DPs; however, the expression of *TSHR* in the pituitary tissue of juvenile DPs was not altered. Therefore, TSH may not be the main driver of short stature in DPs.

The hormones secreted by the pituitary gland and the development of long bones directly determine the body size of animals. We found that *GH* was highly expressed in pituitary and long bone tissues and that a lack of *GHR* expression in long bones may be the main cause of short stature in DPs. 

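In the juvenile long bone, GH had 11, 137 and 14 reads in DPs and 4, 56 and 19 reads in MHs, or 3.86 ± 5.29 CPM (SD, n = 3) against 1.23 ± 1.14 CPM (SD, n = 3). The log2 fold change was 1.62 (SE 1.18, adjusted p = 0.513 from edgeR), no larger than the spread between libraries, -0.62 without DPLBJ replicate 2 and 2.61 without MHLBJ replicate 2. In the adult long bone, GH had 70, 4 and 429 reads in DPs and 25, 4 and 10 in MHs, with a log2 fold change of 3.18 (SE 1.5, adjusted p = 0.243 from edgeR). GH was a DEG there with DESeq2 (3.13), without the low-count filter (3.29, and 3.26 with edgeR's exact test), without TMM normalization (3.31), without DPLBA replicate 2 (3.77) and without MHLBA replicate 1 (4.50). Without DPLBA replicate 3 the log2 fold change was 1.10.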

Although all *GHRs* function entirely through *GH* signaling, they still cannot meet the needs for bone growth in juvenile DPs, which may lead to the short stature of these horses. This pattern of *GHR,* characterized by low expression and deficiency, is similar to that observed in many dwarfism diseases [17, 18]. Most studies on body size have addressed the physiological characteristics of GHR deficiency, but few have explained the causes of GHR deficiency. We further studied the SNPs in *GHR* and found that in DPs, *GHR* harbors SNP loci that may lead to its altered transcription. The *GHR* SNP in DPs identified in this study was located in the promoter region, and it may be influenced by environmental factors or epigenetic factors, including methylation, in evolutionary genetics. Therefore, we speculate that compared with other horses of normal body size, DPs may exhibit not only polymorphisms in key genes in the growth axis but also alterations in the relevant important signaling pathways.

The transcriptome data obtained in this study showed a significant difference in the expression of Suppressor of Cytokine Signaling 1 (SOCS1) in bone tissue between juvenile DPs and MHs and that the expression of *SOCS1* was obviously increased in DPs. Moreover, *SOCS* family members, most prominently *SOCS1*, were upregulated in epiphyseal tissues of DPs. 

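SOCS1 had 4, 6 and 14 reads in the DPLBJ libraries and 1, 0 and 1 reads in the MHLBJ libraries, too few to pass the low-count filter. Every DPLBJ library was above every MHLBJ library (exact permutation test, two-sided p = 0.1, the smallest possible), and the level in DPLBJ was at least 3.03-fold higher. Without the filter, SOCS1 was a DEG with a fitted log2 fold change of 3.54, which depends on the prior count (adjusted p = 0.215, edgeR's quasi-likelihood test). The adjusted p was 0.068 with edgeR's exact test, the other alternative that gave it a value with all libraries.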

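Of the other SOCS family genes 6 were tested, and 5 of them were higher in DPs at the juvenile stage, none as a DEG (0 of 6). The log2 fold changes were 0.18 for SOCS3 (SE 0.554), 0.51 for SOCS4 (SE 0.559), 0.021 for SOCS5 (SE 0.494), 0.26 for SOCS6 (SE 0.388), -0.45 for SOCS7 (SE 0.465) and 1.05 for CISH (SE 1.00). Each was within about its SE, and without TMM normalization SOCS3 and SOCS5 were lower in DPs (-0.056 and -0.16). SOCS5 was also lower with all 12 long bone libraries fitted together, with the replicate block and with limma, at most by -0.24. Leaving out MHLBJ replicate 2 reversed the direction of SOCS3 (-0.14), and leaving out DPLBJ replicate 3 reversed SOCS4 (-0.074), SOCS5 (-0.15) and SOCS6 (-0.054). SOCS5 was also lower in DPs without DPLBJ replicate 1 (-0.26), MHLBJ replicate 1 (-0.12) or MHLBJ replicate 3 (-0.090). CISH was a DEG without MHLBJ replicate 3 (2.67), and its log2 fold change was 0.065 without DPLBJ replicate 3. SOCS2 was not found by its symbol.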

SOCS1 promotes ubiquitin-mediated degradation of JAK2 [28]. *SOCS2* is a key regulator of GHR sensitivity and is a GH-stimulated, STAT5b-regulated gene that acts in a negative feedback loop to downregulate *GHR* signaling [29].

Recent studies have made major strides in elucidating the mechanism of human JAK2 tyrosine kinase activation by GHR [30]. No significant differences in gene expression related to this pathway were identified in our study. However, we found that *GH* and *GHR* may reduce the height of DPs by downregulating the *MAPK* signaling cascade. 

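JAK2 had 150 ± 6.32 CPM (SD, n = 3) in DPLBJ and 145 ± 33.2 CPM (SD, n = 3) in MHLBJ, with a log2 fold change of 0.046 (SE 0.253, adjusted p = 0.944 from edgeR). The log2 fold changes were -0.63 for STAT3 (SE 0.298), -0.49 for STAT5A (SE 0.226) and -0.21 for STAT5B (SE 0.225), and none was a DEG. STAT3 and STAT5A were lower in every DPLBJ library than in every MHLBJ library (exact permutation test, two-sided p = 0.1). JAK2 changed direction without TMM normalization (-0.17) and with limma on either RPKM scale (-0.077 and -0.078). It was also lower in DPs without MHLBJ replicate 3 (-0.14).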

The *MAPK* pathway is responsible mainly for the transcription of *ATF3*, and studies have shown that *ATF3* has a proapoptotic effect [31, 32]. In addition, the RNA-seq data revealed that the expression of *EGR1*, a zinc finger transcription factor-encoding gene located in the commonly deleted region (CDR) on chromosome 5q, was also decreased by the RNA-seq data. 

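EGR1 had 91.5 ± 19.5 CPM (SD, n = 3) in DPLBJ and 229 ± 113 CPM (SD, n = 3) in MHLBJ. This is a log2 fold change of -1.33 (SE 0.393, adjusted p = 0.183 from edgeR's quasi-likelihood test). It was a DEG, but not without MHLBJ replicate 1 (-0.87).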

*EGR1* has been found to play a role in promoting apoptosis or inhibiting growth in many cancer studies [33, 34]. Perhaps these two transcription factors inhibit the proliferation and transformation of chondrocytes in each region of the cartilage by reducing apoptosis, leading to slow chondrocyte growth and abnormal development.

Bone tissue development involves numerous signaling molecules and signal transduction pathways. These include mainly the bone morphogenetic protein (BMP), TGFβ1 and WNT protein families. 

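WNT5A had 4, 0 and 50 reads in the DPLBJ libraries and 3, 0 and 6 reads in the MHLBJ libraries, which is below the low-count filter, and the libraries of the breeds overlapped (exact permutation test, two-sided p = 0.5). FZD2 had 9, 6 and 10 reads in DPLBJ and 0, 3 and 1 in MHLBJ. It was also below the filter, at least 3.38-fold higher in DPLBJ, and the libraries did not overlap (exact permutation test, two-sided p = 0.1).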

We found that *WNT5A* and *FZD2* expression in DPs was significantly upregulated compared with that in MHs (Fig. 4d). These genes belong to the noncanonical *WNT/Ca*^*2+*^ pathway, which is the main cell signaling pathway leading to Ca^2+^ deposition [35]. Thus, the levels of both intracellular and extracellular Ca^2+^ in DPs may be increased through the noncanonical *WNT* signaling pathway, leading to epiphyseal closure and cessation of growth. 

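SLC8A3 was a DEG with a log2 fold change of 2.11 (SE 0.655, adjusted p = 0.193 from edgeR), at 156 ± 120 CPM (SD, n = 3) in DPLBJ and 36.1 ± 13.7 CPM (SD, n = 3) in MHLBJ. Its log2 fold change was 1.36 without DPLBJ replicate 1. It was no longer a DEG without MHLBJ replicate 1 (1.86), with the replicate block (1.83) or with limma on log2(RPKM + 1) (1.56). TRPV4 had a log2 fold change of 2.40 (SE 0.697, adjusted p = 0.176 from edgeR). It was a DEG in edgeR but not with limma on log2(RPKM + 1) (1.31) or log2(RPKM + 0.1) (1.73). TRPV5 had 0, 14 and 14 reads in DPLBJ and 1, 0 and 0 in MHLBJ, below the low-count filter, and was at least 3.57-fold higher in DPLBJ, with overlapping libraries. ALPL, which encodes an alkaline phosphatase, had 485 ± 249 CPM (SD, n = 3) in DPLBJ and 78.1 ± 20.9 CPM (SD, n = 3) in MHLBJ.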

The expression of *SLC8A3*, *TRPV4, TRPV5* and *ALP* in the long bone tissue of juvenile DPs was also obviously increased (Fig. 6b). *SLC8A3* and *TRPV4/5* are the key genes encoding Ca^2+^ transport channels on the cell membrane [36, 37]. *ALP* is the decisive factor leading to bone mineralization [38, 39]. High expression of these genes in long bone tissue cells may increase Ca^2+^ transport, thus accelerating the mineralization of the osteoblast ECM.

In addition, significant changes were identified in *IHH, MMP23/25/8/9/11, TIMP4, COL10A1, SOX9/6/5/8/11, COL2A1, COL9A1/2, COL11A1, SOX5, MMP11* and *TIMP4*. Except for *SOX5, MMP11* and *TIMP4*, these genes were upregulated. 

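COL2A1 had 76, 66672 and 220890 reads in the DPLBJ libraries and 24, 141 and 69 reads in the MHLBJ libraries. Its log2 fold change was 10.52 (SE 2.42, adjusted p = 0.143 from edgeR). COL9A1 (9.81), COL9A2 (10.69) and COL11A1 (4.59) were also DEGs on the log2 scale, as were IHH (4.79), SOX9 (4.45), SOX6 (2.08), SOX8 (2.38), MMP8 (4.53), MMP9 (1.43), MMP23 (2.92) and MMP25 (4.47). DPLBJ replicate 1 had 0 reads of COL9A1 and of COL10A1, so the higher means of these genes came from DPLBJ replicates 2 and 3. COL10A1, with 0, 2106 and 57865 reads in DPLBJ and 1, 8 and 3 in MHLBJ, was below the filter. SOX11 was below it as well and was at least 4.05-fold higher in DPLBJ. SOX5 (-2.02; SE 0.437), MMP11 (-1.37; SE 0.517) and TIMP4 (-2.04; SE 0.456) were DEGs with lower expression in DPLBJ. Several of these genes were no longer DEGs with one library left out. Without DPLBJ replicate 3 these were IHH (2.25), MMP9 (1.07), MMP11 (-1.08), SOX8 (0.98), SOX9 (1.44) and COL11A1 (2.26), and without DPLBJ replicate 2 they were MMP8 (2.94), MMP9 (1.26), MMP11 (-1.12), MMP25 (2.24) and SOX6 (0.87). Without MHLBJ replicate 1 they were MMP8 (4.33), MMP9 (1.43), MMP11 (-1.38), MMP25 (4.32), SOX6 (2.09), SOX8 (2.34) and SOX9 (4.38). Without MHLBJ replicate 2 they were IHH (4.15), MMP8 (5.03), SOX6 (2.00) and SOX9 (4.29), and without MHLBJ replicate 3 they were IHH (4.33), MMP8 (4.30), MMP9 (1.16), MMP11 (-1.16), MMP25 (4.09), SOX6 (2.09) and SOX8 (2.21). COL9A1, MMP8, MMP9, MMP25, SOX6, SOX8 and SOX9 were not DEGs with limma on either RPKM scale, nor was IHH with limma on log2(RPKM + 1) (1.82). With the replicate block IHH (4.75), MMP8 (3.29), MMP9 (1.26), SOX6 (1.42), SOX8 (1.81) and SOX9 (2.82) were not DEGs, and with all 12 long bone libraries fitted together MMP9 (1.40) and MMP11 (-1.42) were not. MMP9 was not a DEG without TMM normalization (1.25).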

The changes in these genes were consistent with changes in genes involved in cartilage development [40, 41]. These results showed that the cells in the four regions of the epiphyseal plate changed rapidly under stimulation by the corresponding factors (Fig. 6b).

Studies have shown that the *TLR2* and *MyD88* pathways play an important role in bone loss caused by infection [42, 43]. Our results showed that the genes in inflammation-related signaling pathways were upregulated. 

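In the juvenile long bone, TLR2 had a log2 fold change of 1.60 (SE 0.663, adjusted p = 0.272 from edgeR), MYD88 of 1.50 (SE 0.465, adjusted p = 0.193 from edgeR) and TNFSF14 of 2.44 (SE 0.922, adjusted p = 0.24 from edgeR). All were DEGs with higher expression in DPs. TLR2 and TNFSF14 were no longer DEGs with any library other than DPLBJ replicate 1 left out. The lowest values were without DPLBJ replicate 2 (0.65 for TLR2 and 1.36 for TNFSF14). MYD88 was not a DEG without MHLBJ replicate 3 (1.39). With limma on log2(RPKM + 1) none of them was a DEG (0.96, 1.00 and 1.06 in the same order), and with the replicate block TLR2 (1.21) and TNFSF14 (1.97) were not. TLR2 was not a DEG without TMM normalization (1.36). In the same libraries, 6 granulocyte genes had a median log2 fold change of 6.39, also higher in DPs.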

*TNFSF14* is also a member of the tumor necrosis factor receptor superfamily [44]. The protein encoded by this gene can promote transcription-related activation of proteins in osteoclasts, lead to the proliferation, growth, maturation and activation of osteoclasts, inhibit the proliferation and differentiation of osteoblasts, and promote the apoptosis of osteoblasts [45].

Molecular experiments showed that the collected horse bone marrow cells expressed the stem cell transcription factor *Nanog* and surface markers *CD44*, *CD90* and *CD105*. According to previous literature, these markers are characteristic of BMSCs [46, 47]. q-PCR assays confirmed that *COL2A1*, *COL1A2*, *COL6A1* and *ALPL* (Additional file 11) were expressed in induced osteoblasts. As the induction time increased, the expression of most genes increased gradually, while *COL1A2* expression peaked its maximum on the 21st day, consistent with findings of Yoo et al. regarding *COL* expression [48]. The expression of *ALPL* is used to evaluate the activity of osteoblasts, and high *ALPL* expression is considered a key indicators of osteoblast induction [49]. The expression of *ALPL* increasing the induction time in the current study. However, due to the reduced activity of the induced cells,gene expression was not observed over 30 days. As the understanding of signaling pathways has expanded, an increasing number of scholars have used signaling pathway inhibitors to investigate the importance of pathways [50, 51]. We selected WNT antagonistI as a blocker of the *WNT* signaling pathway according to the literature [52, 53] and determined the optimal concentration to improve the results.

## Conclusions

The body size phenotype is the most direct manifestation of phenotypic differences among animals and is also a key characteristic used to identify livestock breeds. 

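In the juvenile long bone, MRAS had 75.4 ± 24.0 CPM (SD, n = 3) in DPs and 263 ± 10.8 CPM (SD, n = 3) in MHs, with a log2 fold change of -1.80 (SE 0.307, adjusted p = 0.136 from edgeR). ATF3 had 7.30 ± 0.887 CPM (SD, n = 3) in DPs and 26.5 ± 13.0 CPM (SD, n = 3) in MHs, with a log2 fold change of -1.86 (SE 0.457, adjusted p = 0.15 from edgeR). Both were DEGs, and for both the libraries of the breeds did not overlap.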

Our experiments showed that the important genes *M-Ras* and *ATF3* in the *GHR* signaling pathway were downregulated in the DP, indicating that changes in this pathway may drive important functions in this breed. In addition, the expression of *PLCɡ2* in the *WNT* signaling pathway was increased, which could increase Ca^2+^ export from cells through the transporters *TRPV4* and *SLC8A3* on the cell membrane. In addition, *ECM, ALPL, IHH, MMP23, TIMP4, COL10A1, Sox9, Sox6, Sox8, Sox11, COL2A1, COL9A1* and other factors were found to promote the early occurrence of biomineralization and epiphyseal closure in juvenile DPs. These two pathways may mediate the development of short stature. 

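PLCG2 had 409, 2698 and 1415 reads in the DPLBJ libraries and 434, 1124 and 607 reads in the MHLBJ libraries. Its log2 fold change was 1.46 (SE 0.624, adjusted p = 0.283 from edgeR) and its unadjusted P of 0.0508 was just outside the threshold. It was a DEG with DESeq2 (1.47), without the low-count filter (1.43), with edgeR's exact test without that filter (1.43), with all 12 long bone libraries fitted together (1.41) and with the replicate number as a block (1.14), and without DPLBJ replicate 1 (1.87). Without DPLBJ replicate 2 the log2 fold change was 0.55.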

The purpose of this study was to reveal the molecular mechanism of short stature by analyzing the difference in body height between DPs and MHs. Our findings provide insight into the genetic regulation of growth short stature in mammals and can be used as a reference for the development of therapeutic strategies for small size. However, the association of these signaling pathways with body size traits in ponies needs further validation.

## Methods

### Collection of animal tissue samples

Animals were killed at the slaughterhouse, and we collected the tissues for our study. The health of all animals included in the study, was assessed by local veterinarians. Pituitary glands and the ends of long bones were obtained from six heathy female DPs and six heathy female MHs (three juveniles and three adults per breed) for transcriptomic analysis. In addition, liver, pituitary gland and long bone epiphyseal tissues were obtained from six healthy female DPs and six healthy female MHs (three juveniles and three adults per breed) for q-PCR and Western blot analysis. Whole blood samples and plasma samples were collected from ten healthy DPs and ten healthy MHs (five juveniles and five adults per breed) for SNP detection and hormone content determination. All tissues and samples were immediately snap frozen in liquid nitrogen and stored at − 80 °C until further use.

### RNA extraction

Each sample was individually ground (with a mortar and pestle under continuous liquid N^2^ chilling) into a fine powder before RNA extraction. Samples were stored at − 80 °C. Total RNA was extracted from 30 mg of tissue by using the hot phenol method. In brief, cell pellets were resuspended and washed once in Buffer A (50 mM sodium acetate and 10 mM EDTA, pH = 5.2). After collecting the cells by centrifugation, the pellets were resuspended in Buffer A containing 1% SDS and immediately added to hot phenol. After incubation at 65 °C for 5 min and centrifugation for 10 min at 4 °C, the RNA-containing supernatants were transferred to a new tube for ethanol precipitation, washed and dissolved in DEPC-treated water. The RNA was further purified with two phenol-chloroformextraction extraction steps and was then treated with RQ1 DNase (Promega) to remove DNA. The quality and quantity of the purified RNA were determined by measuring the absorbance ratio at 260 nm/280 nm (A260/A280) using a SmartSpec Plus (Bio-Rad). The integrity of the RNA was further verified by 1.5% agarose gel electrophoresis [54].

Ribosomal RNA was removed from the RNA samples (10 μg) using a RiboMinus rRNA Depletion Kit (Ambion), and the resulting samples were used to prepare directional RNA-seq libraries. The purified mRNA was then iron-fragmented at 95 °C before being subjected to end repair and 5′ adaptor ligation. Then, reverse transcription (RT) was performed using RT primers containing a 3′ adaptor sequence and a randomized hexamers cDNA was purified and amplified, and all 200–500 bp PCR products were purified, quantified and stored at − 80 °C until they were used for sequencing.

### Processing of raw RNA-seq data and evaluation and alignment of clean data

For high-throughput sequencing, libraries were constructed following the manufacturer’s instructions, and an Illumina GAIIx system was used to collect data via 151 bp single-end sequencing (ABlife Inc., Wuhan, China) [55]. Read quality was evaluated using FastQC [56]. Any reads less than 30 bp in length were removed using Btrim (with a parameter setting of-l = 30) [57], and the remaining reads were used for further analysis. The reads were mapped to the horse genome (EquCab 3.0). The Salmon software (version 1.1.0) was used to map the reads to the reference cDNA sequences and calculate the transcript per million mapped reads value of each transcript using the quasi-mapping method [58].

### Analysis of DEGs

To determine whether a gene was differentially expressed, we used the following thresholds: fold change (FC) > 2 or (FC) < − 2 and *P*-value (P) < 0.05. The *P*-value for differential expression was calculated in the R environment (version 3.6.3, https://www.r-project.org/) using the EdgeR package [59] (version 3.28.1), because it has good performance in the identification of DEGs from using biological triplicates [60]. EdgeR was downloaded from the Bioconductor website (www.bioconductor.org). To predict gene function and calculate the functional category distribution frequency, Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses were employed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resource.

### Validation by q-PCR

In this study, q-PCR was performed on *GHR* and *GH* to validate the validity of the RNA-seq data. The expression was normalized to that of the reference gene *GAPDH* [61]*.* The primers are described in Additional files 13 and 14. The same RNA samples used for RNA-seq were used for q-PCR. One microgram of RNA was reverse transcribed using a Prime Script™ RT Reagent Kit (Takara) following the manufacturer’s instructions. q-PCR was performed in a Bio-Rad S1000 with Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience) [62].

### Statistical analysis

All data were analyzed using SPSS 20.0 (SPSS, Inc., Chicago, USA). For relative quantitation, the F = 2^-ΔΔCt^ method was used, where 2-ΔΔCt reflected the relative expression level of the target gene in each sample relative to that in the control group. The remaining observations were paired; thus, a paired samples t-test was performed. *P* < 0.05 was considered to indicate statistically significance.

### Construction of an RNAi lentiviral vector

Based on the *GHR* gene sequence, we designed a sequence targeting the *GHR* gene for RNAi: 5 ‘- GCTGCAAGAATTGCTCATGAA − 3’. The GV493 vector (frame structure: hU6-CBh-gcGFP-IRES-puromycin, Shanghai Genechem Co., Ltd.) was used to construct the lentiviral vectors GV493-GHR-RNAi-a and GV493-GHR-RNAi-b. Single-stranded primers containing AgeI and EcoRI restriction sites were synthesized. Double-stranded DNA was generated by primer annealing. T4 DNA ligase was used to ligate the double-restriction-site target vector, and the double-stranded DNA was annealed. Competent cells were then transformed and positive bacterial colonies were identified via PCR [63]. Plasmid extraction and sequencing were carried out and the qualified plasmids were used in the follow-up experiment.

### RNAi lentiviral packaging

ATDC5 cells were treated 24 h before transduction. The cell density was adjusted to 5 × 10^6^cells/15 ml, and cells were cultured in a 10 cm cell culture dish at 37 °C in 5% CO_2_. Cells were transduced at 70–80% confluence. Serum-free medium was added 2 h before transfection. The prepared DNA solution (GV vector plasmid, 20 μg; pHelper1.0 vector plasmid, 15 μg; pHelper2.0 vector plasmid, 10 μg) and transduction reagent (Shanghai Genechem Co., Ltd.) were added to centrifuge tubes to a total volume of 1 ml. The centrifuge tubes were incubated at room temperature for 15 min, and the transduction mixtures were then added to ATDC5 cells and cultured for 6 h. The culture medium containing the transfection mixture was then dicarded, and the cells were washed with 10 ml of phosphate-buffered saline (PBS). Then, 20 ml of serum was added to the cells, which were then cultured for 48–72 h. The ATDC5 cell supernatant was collected and centrifuged at 4 °C and 4000×g for 10 min. The supernatant was filtered through a 0.45 μm filter and centrifuged at 4 °C and 25,000 r/min for 2 h and discarded. Virus preservation solution was added to resuspend the pellet and the solution was centrifuged at 10000 r/min for 5 min. The supernatant was subpacked, and ATDC5 cells were cultured in 96-well plates (4 × 10^4^ cells/well, 100 μl). Gradient dilutions of lentiviral particles were added, and cells were cultured for 24 h. Then complete medium was added. The expression of fluorescent protein was observed after 4 days and the viral titer was calculated [64].

### Lentiviral transduction

ATDC5 cells were subcultured at 80% confluence in 6-well plates (3–5 × 10^4^ cells/well, 2 ml). ATDC5 cells at 20% confluence were infected with lentivirus. The cells were then divided into two groups: a negative control group and an RNAi lentivirus-infected group. Transduction was performed with and without puromycin. The culture medium was replaced after 16 h and the cells were photographed after 72 h [65].

### Apoptosis analysis

Cells were treated with apoptosis assay kit resgents (eBioscience 88–8007), washed with ice-cold PBS, resuspended in binding buffer, and then incubated with Annexin V-APC for 10 min at room temperature in the dark. Finally, the apoptotic cells were analyzed by a FACS (Becton-Dickinson, USA).

### Isolation and culture of horse BMSCs

BMSCs originally isolated from MHs were used in our laboratory at passage 3 (P3). After adult horses were slaughtered, the sternum was removed and sterilized with 75% alcohol. The following procedures were performed under sterile conditions. Two ends of the sternum were washed out with medium containing 1% penicillin and streptomycin in PBS, and the wash fluid was collected in 15 ml sterile centrifuge tubes for centrifugation of at 1500 r/min for 5 min. The supernatant was suspended in complete medium (DMEM/F-12 containing, 15% FBS, 0.1% penicillin, and 0.1% streptomycin) and inoculated in a flask at a density of 5 × 10^6^cells. The supernatant was cultured in an incubator at 37 °C, in 5% CO_2_ and 100% humidity. After 48 h, half of the supernatant was replaced. At 70–80% confluence, the cells were digested with trypsin and passaged at a ratio of 1:3.

### Induction of horse BMSCs differentiation into osteoblasts

BMSCs at P3 cells were divided into an induction group and a noninduction group. The cells were 70–80% confluent, induction medium (osteogenic induction medium: 0.1 mM dexamethasone, 10 mM beta-glycerophosphate disodium hydrate, 50 mg/l Vc) was added to the induction group. Cells were cultured for 28 days, and the medium was replaced every other day. The control undifferentiated group continued to be cultured in a general culture medium, and the cell state was photographed and noted daily.

### Alizarin red and Alcian blue staining

After 7, 14 and 21 days of culture, Alizarin red and Alcian blue staining were performed on the induced and noninduced cells, respectively. When the cells were 70–80% confluent, they were washed with PBS 3 times for 2 min each and were then fixed with 4% paraformaldehyde at room temperature for 30 min. The cells were then washed with PBS 3 times for 2 min each stained with solution for 5 min and washed again with PBS 3 times for 2 min each. Finally, the cells were visualized under the micoscope.

### MTT assay with ATDC5 cells and osteoblasts

An MTT assay was used to evaluate cell proliferation. The mouse chondroprogenitor cell line ATDC5 was obtained from TongPai (Shanghai) Biotechnology Co., Ltd. Cells were cultured in a 96-well plate at a density of 1 × 10^5^ cells/ml and incubated in complete medium at 37 °C. After 24 h, WNT antagonistIwas added to in serum-free medium at different concentrations, with 3 replicates per concentration. After 4 h of incubation, the medium was replaced with PBS, and 20 μl of 20 mM MTT was added and incubated for 3 h at 37 °C. After 3 h, DMSO was added to dissolve the purple formazan crystals. The cell plates were placed on a horizontal shaker for 5 min to complete dissolution. The optical density was measured in an enzyme-linked immunoassay reader at an excitation wavelength of 490 nm [63]. Analyses were performed in triplicate.

## Supplementary Information

**Additional file 1:.** Heights of the Debao pony and Mongolian horse at two developmental stages.

**Additional file 2:.** Sample correlation between tissues of Debao ponies and tissues of Mongolian horses.

**Additional file 3:.** Expression levels of GH in the pituitaries of Debao ponies and Mongolian horses.

**Additional file 4:.** Expression levels of GHR in the long bones of Debao ponies and Mongolian horses.

**Additional file 5:.** Expression of the GH protein in the pituitaries and long bones of Debao ponies and Mongolian horses.

**Additional file 6:.** Expression levels of IGF-1 in the livers of Debao ponies and Mongolian horses.

**Additional file 7:.** Easy-siRNA design; Infection was performed at different MOIs. According to the efficiency of cell transduction, an MOI with a high infection efficiency that yielded a good cell status was selected. In ATDC5 cells at 70–80% confluence, optimal infection was achieved with HiTransG P and an MOI of approximately 10.

**Additional file 8:.** GHR-RNAi expression in ATDC5 cells.

**Additional file 9:.** Detection of apoptosis by annexin V-APC staining.

**Additional file 10:.** Primary culture of horse BMSCs; electrophoresis of osteoblast marker genes, differentiation of osteoblasts, and Alizarin red (a and b) and Alcian blue (c and d) staining of horse induced BMSCs at day 28.

**Additional file 11:.** Induction of the expression of cartilage-specific genes on different days.

**Additional file 12:.** Primer sequences used for amplification of horse genes (PCR).

**Additional file 13:.** Primer sequences used for amplification of horse genes (q-PCR).

**Additional file 14:.** Primer sequences used for amplification of mouse genes (q-PCR).

## Data Availability

The data discussed in this publication have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive and are accessible under GEO Series Accession No. GSE146145. We confirm that all experiments were carried out in accordance with the relevant guidelines and regulations.

## Abbreviations

ALP: Alkaline phosphatase
ATF3: Activating transcription factor 3
ADAMTS17: ADAM metallopeptidase with thrombospondin type 1 motif 17
BMSCs: Horse bone marrow mesenchymal stem cells
BMP: Bone morphogenetic protein
DP: Debao pony
DPPJ: Juvenile Debao pony pituitary
DPPA: Adult Debao pony pituitary
DPLBJ: Juvenile Debao pony long bone
DPLBA: Adult Debao pony long bone
CAMKII: Calcium/calmodulin dependent protein kinase II
COL6A1: Collagen type VI alpha 1 chain
COL2A1: Collagen type II alpha 1 chain
COL9A1: Collagen type IX alpha 1 chain
CGA: Glycoprotein hormones, alpha polypeptide
ECM: Extracellular matrix
EGR1: Early growth response 1
DKC1: Dyskerin pseudouridine synthase 1
FZD2: Frizzled class receptor 2
GH: Growth hormone
GHR: Growth hormone receptor
GHRH: Growth hormone releasing hormone.
HMGA2: High mobility group AT-hook 2
IGF-1: Insulin-like growth factors-1
ITPKC: Inositol trisphosphate 3 kinase C
IL8: Interleukin 8
JAK2: Janus kinase 2
MH: Mongolian horse
MHPJ: Juvenile Mongolian horse pituitary
MHPA: Adult Mongolian horse pituitary
MHLBJ: Juvenile Mongolian horse long bone
MHLBA: Adult Debao pony long bone
MMP: Matrix metalloproteinase
MYD88: MYD88 innate immune signal transduction adaptor
MAPK: Mitogen-activated protein kinase
m-RAS: Muscle RAS oncogene homolog
OSTN: Osteocrin
PLCβ2: Phospholipase C beta 2
PLCg2: Phospholipase C gamma 2
qRT-PCR: Quantitative real time polymerase chain reaction
RUNX2: Runt-related transcription factor 2
SNP: Single-nucleotide polymorphism
SMAD2: SMAD family member 2
STC2: Stanniocalcin 2
SMS: Spermine synthase
SLC8A3: Solute carrier family 8 member A3
SOCS1: Suppressor of cytokine signaling 1
TRPV4: Transient receptor potential cation channel subfamily V member 4
TSHR: Thyroid stimulating hormone receptor
TIMP4: Tissue inhibitor of metallopeptidases 4
TNFRSF: Tumornecrosis factor receptor superfamily
TSH: Thyroid stlmulating hormone
TGFβ3: Transforming growth factor beta 3
TLR2: Toll like receptor 2
TBX3: T-box transcription factor 3
WNT5A: WNT family member 5A

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 1 — Additional file 1:. Heights of the Debao pony and Mongolian horse at two developmental stages.

**Additional file 1.**

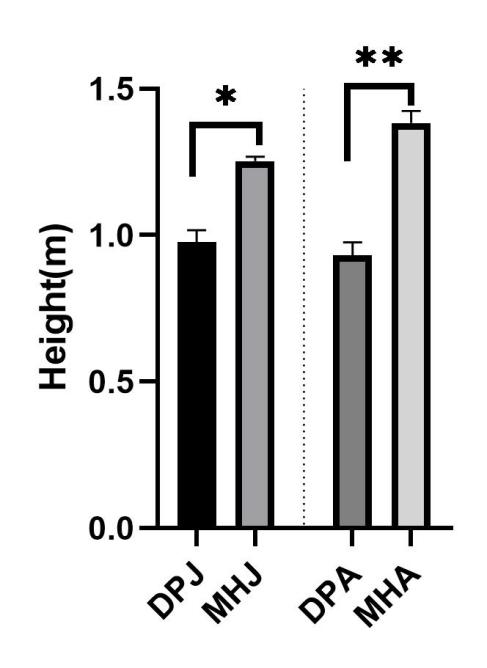

Heights of the Debao pony and Mongolian horse at two developmental stages.

Note: DPA, Debao pony at the adult stage; DPJ, Debao pony in the juvenile stage, MHA, Mongolian horse at the adult stage; MHJ, Mongolian horse in the juvenile stage.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 2 — Additional file 2:. Sample correlation between tissues of Debao ponies and tissues of Mongolian horses.

**Additional file 2.**

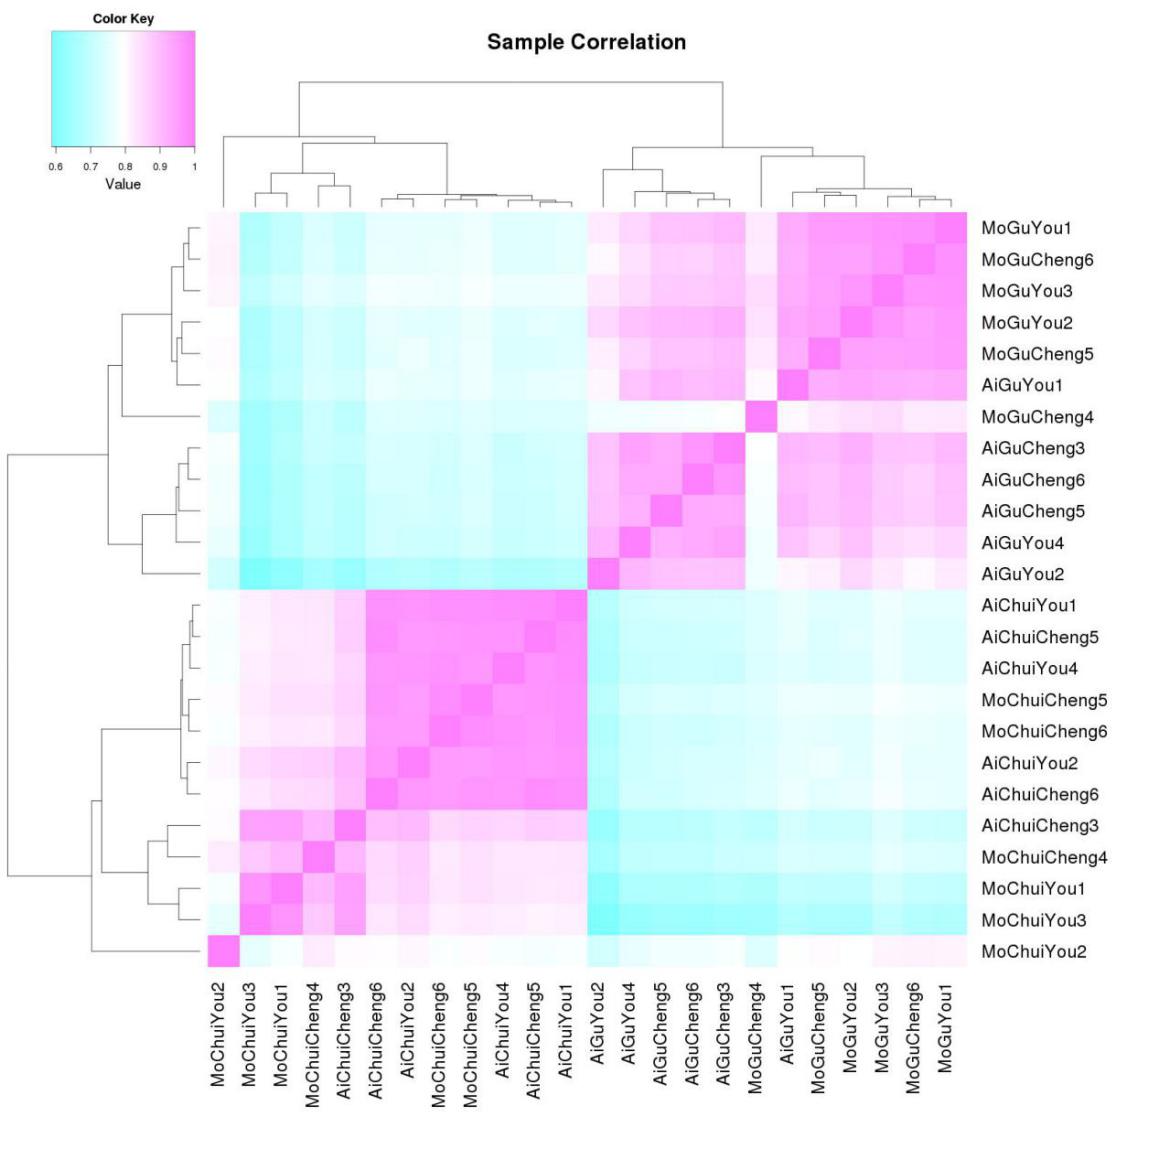

Sample correlation between tissues of Debao ponies and Mongolian horses.

Note: AiChuiCheng represents the pituitary gland of Debao ponies at the adult stage, AiChuiYou represents the pituitary gland of Debao ponies at the juvenile stage, MoChuiCheng represents the pituitary gland of Mongolian horses at the adult stage, and MoChuiYou represents the pituitary gland of Mongolian horses at the juvenile stage. AiGuCheng represents the epiphysis of Debao ponies at the adult stage, AiGuYou represents the epiphysis of Debao ponies at the juvenile stage, MoGuCheng represents the epiphysis of Mongolian horses at the adult stage, and MoGuYou represents the epiphysis of Mongolian horses at the juvenile stage.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 3 — Additional file 3:. Expression levels of GH in the pituitaries of Debao ponies and Mongolian horses.

**Additional file 3.**

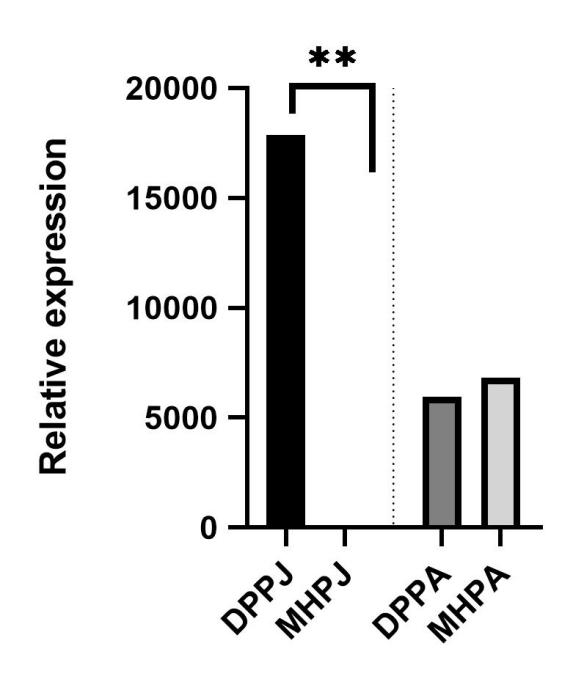

Expression levels of *GH* in the pituitaries from Debao ponies and Mongolian horses.

Note: MHPJ, juvenile Mongolian horse pituitary; MHPA, adult Mongolian horse pituitary; DPPJ, juvenile Debao pony pituitary; DPPA, adult Debao pony pituitary.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 4 — Additional file 4:. Expression levels of GHR in the long bones of Debao ponies and Mongolian horses.

**Additional file 4.**

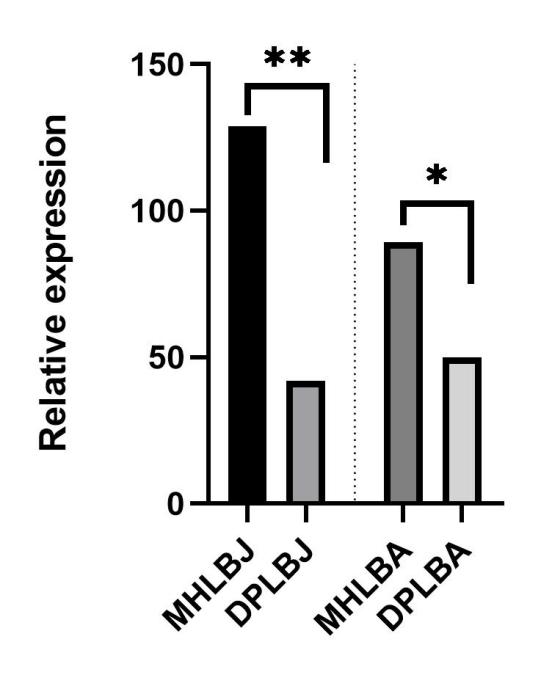

Expression levels of *GHR* in the long bones of Debao ponies and Mongolian horses.

Note: MHLBJ, juvenile Mongolian horse long bones; MHLBA, adult Mongolian horse long bones; DPLBJ, juvenile Debao pony long bones; DPLBA, adult Debao pony long bones.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 5 — Additional file 5:. Expression of the GH protein in the pituitaries and long bones of Debao ponies and Mongolian horses.

**Additional file 5.**

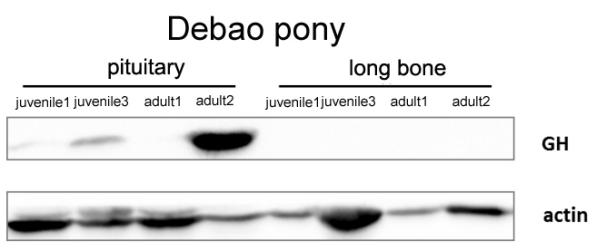

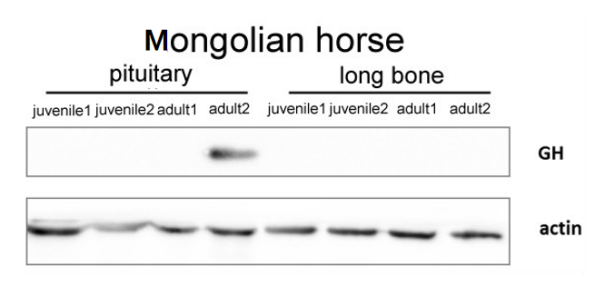

Expression of the GH protein in the pituitaries and long bones of Debao ponies and Mongolian horses.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 7 — Additional file 7:. Easy-siRNA design; Infection was performed at different MOIs. According to the efficiency of cell transduction, an MOI with a high infection efficiency that yielded a good cell status was selected. In ATDC5 cells at 70–80% confluence, optimal infection was achieved with HiTransG P and an MOI of approximately 10.

**Additional file 7.**

Easy-siRNA design.

| No. | Accession | Target Seq | CDS | GC% |
| --- | --- | --- | --- | --- |
| Ghr-RNAi (74225-1) | NM_001048178 | GCTGCAAGAATTGCTCATGAA | 363..1256 | 42.86% |
| Description | *Mus musculus* growth hormone receptor (GHR), transcript variant 2, mRNA | | | |

1. ］
2. ］

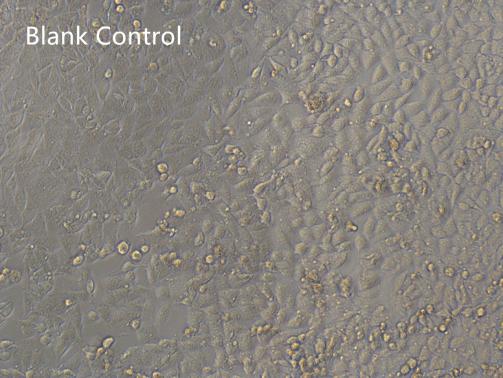

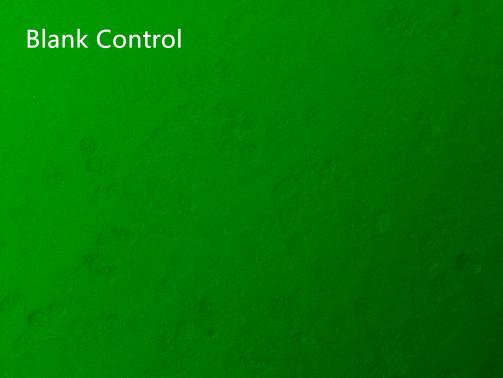

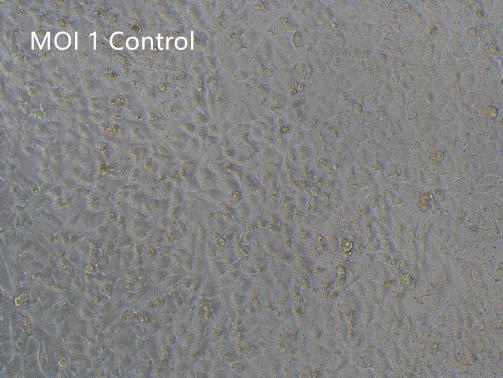

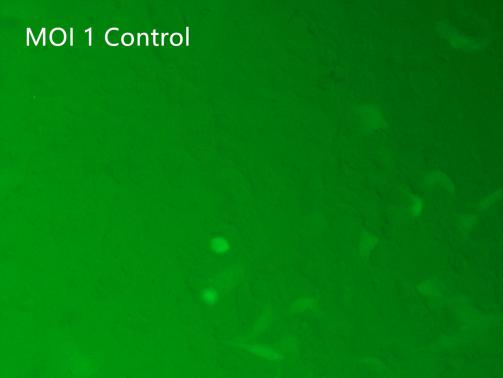

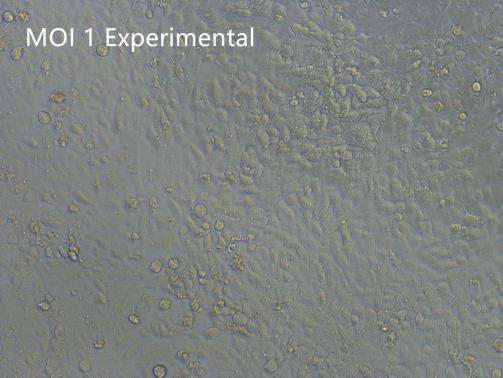

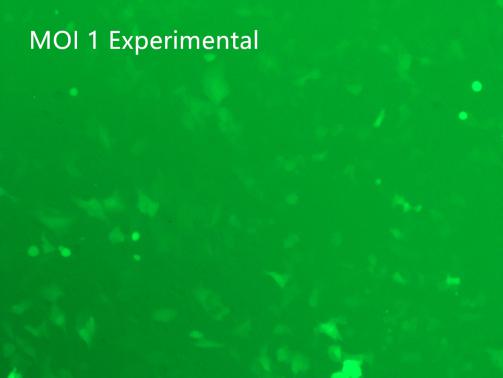

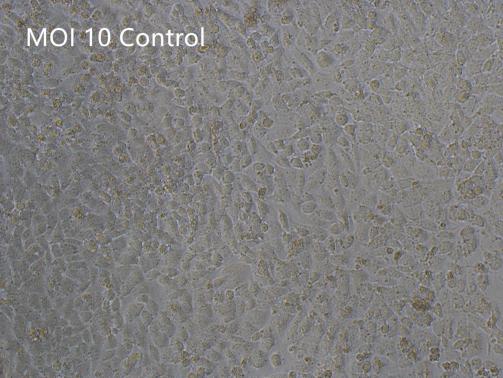

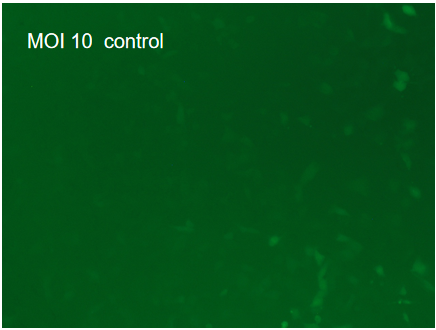

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

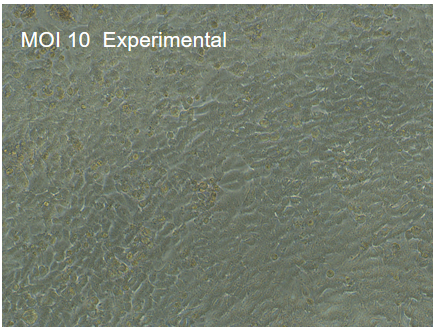

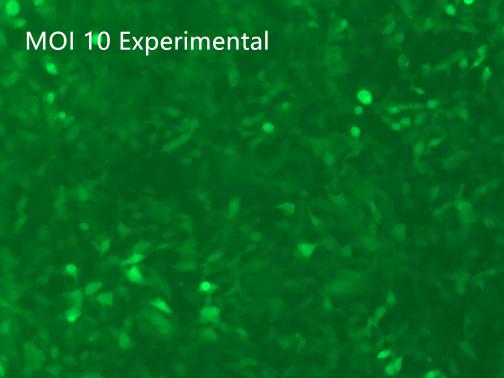

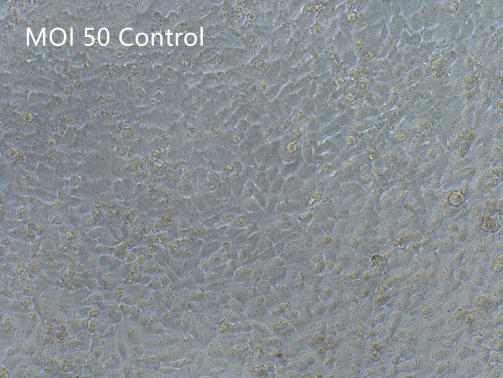

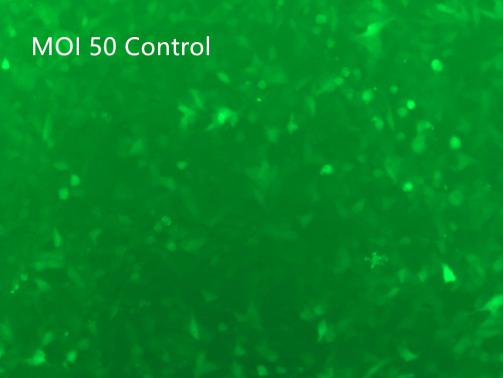

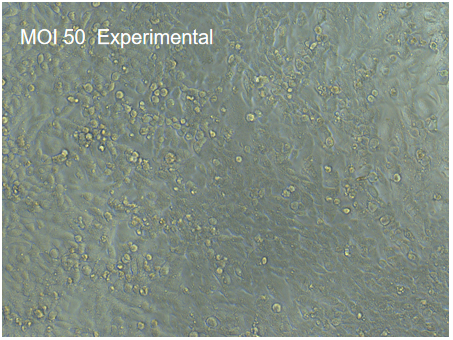

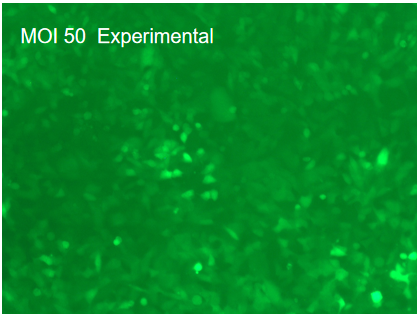

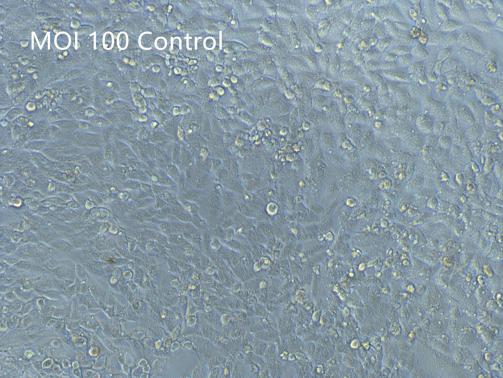

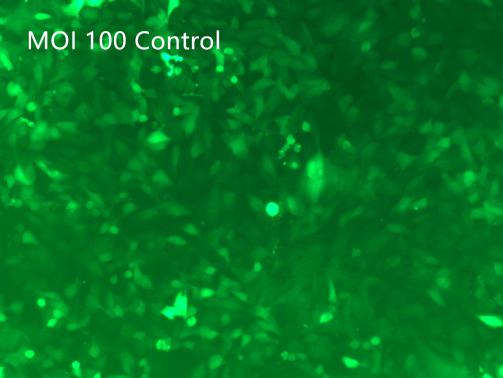

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

1. ］

20 µm

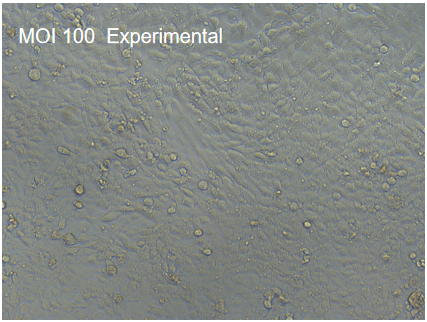

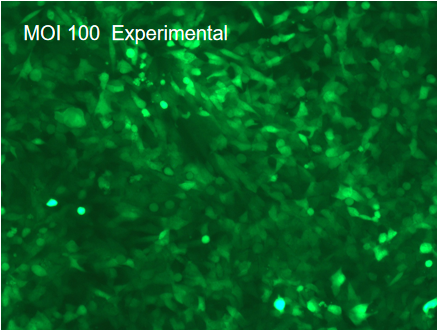

1. ］

20 µm

1. ］

20 µm

Infection at different MOIs (100×)

Note: According to the efficiency of cell transduction, an MOI with a high infection efficiency and good cell status was selected.The viral titer at different MOIs was compared between the control group (ATDC5) and the experimental group (KD-ATDC5). In ATDC5 cells at 70-80% confluence, optimal infection was achieved with HiTransG P and an MOI of approximately 10.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 9 — Additional file 9:. Detection of apoptosis by annexin V-APC staining.

**Additional file 9.**

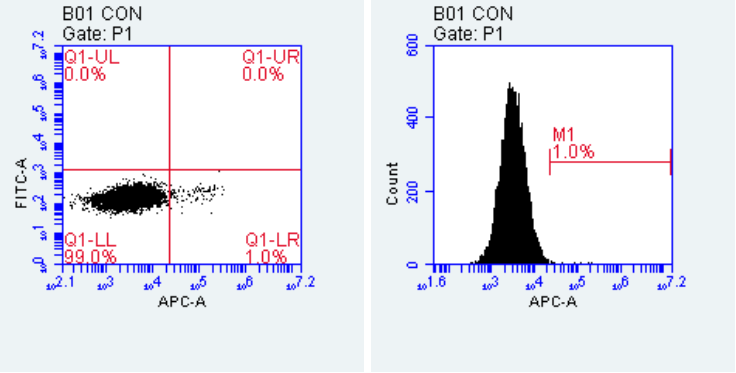

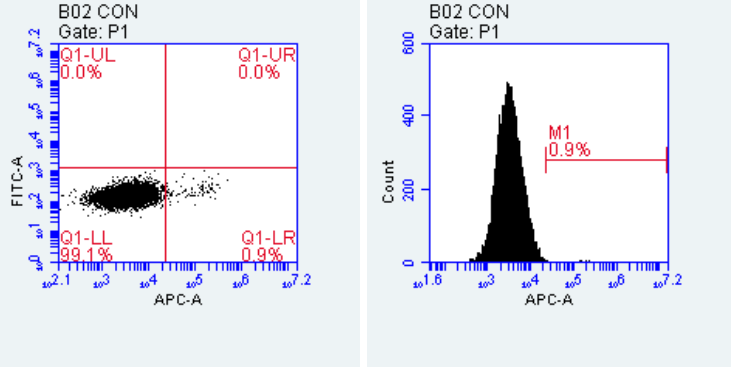

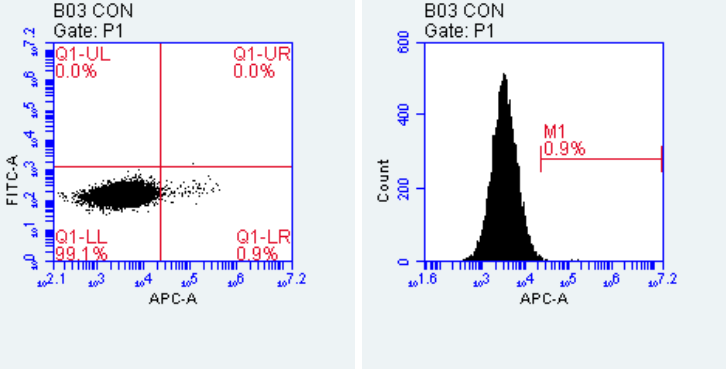

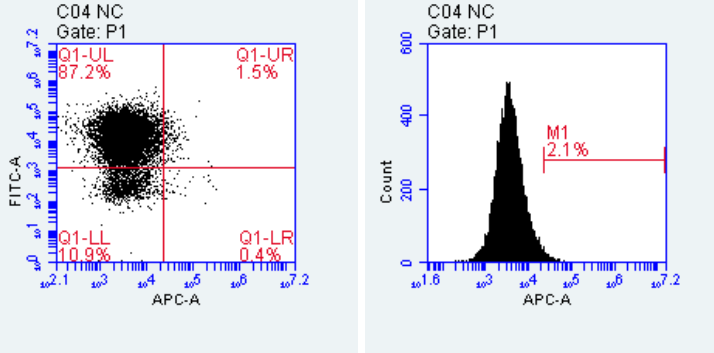

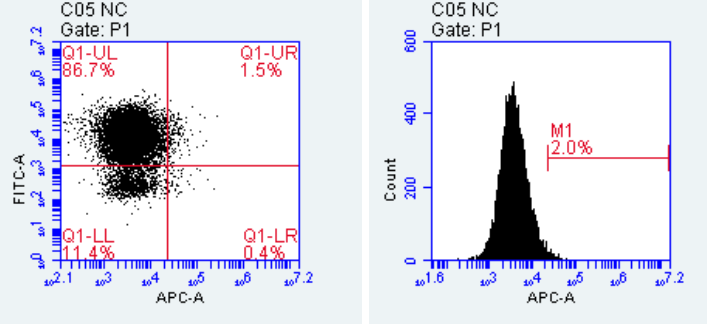

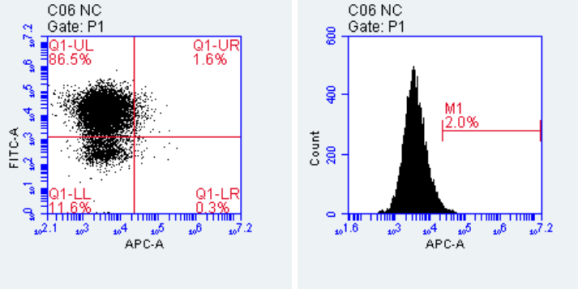

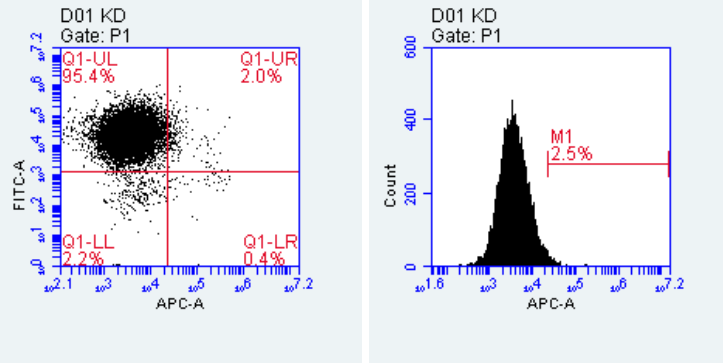

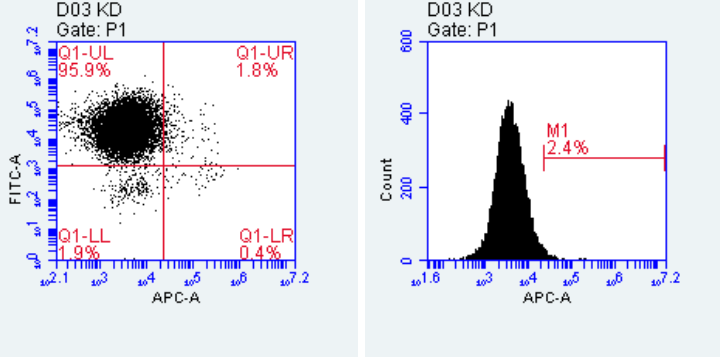

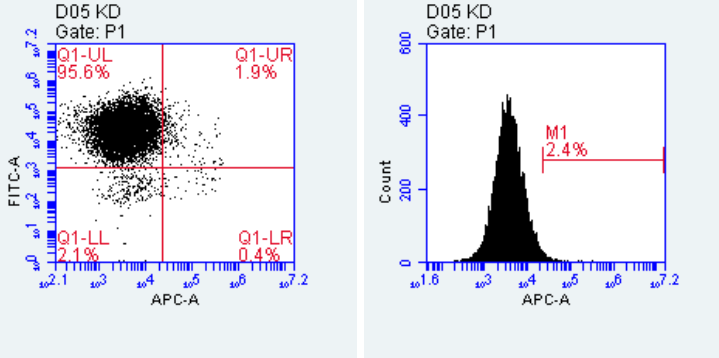

Detection of apoptosis by annexin V-APC staining.

Note: In this experiment, a single staining apoptosis assay was carried out, including ATDC5 blank cells (B01, B02, B03), negative control (NC) cells (C04, C05, C06) and knockdown (KD) cells (D01, D03, D05), with three replicates per group. No fluorescence was observed in the blanck cells. NC and KD cells were included in the virus group, and the virus expressed green flurescent protein. Any group of cells with early apoptosis would be stained red by the kit. For the four quadrant diagram: the lower left corner represents the cells that did not undergo apoptosis or virus fluorescence; the upper left corner represents the group of virus-infection cells that exhibited green fluorescence, but did not undergo apoptosis; the upper right corner represents the group of virus-infected and apoptotic cells; and the lower right corner represents the group of non-viral-infected but apoptotic cells.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 10 — Additional file 10:. Primary culture of horse BMSCs; electrophoresis of osteoblast marker genes, differentiation of osteoblasts, and Alizarin red (a and b) and Alcian blue (c and d) staining of horse induced BMSCs at day 28.

**Additional file 10.**

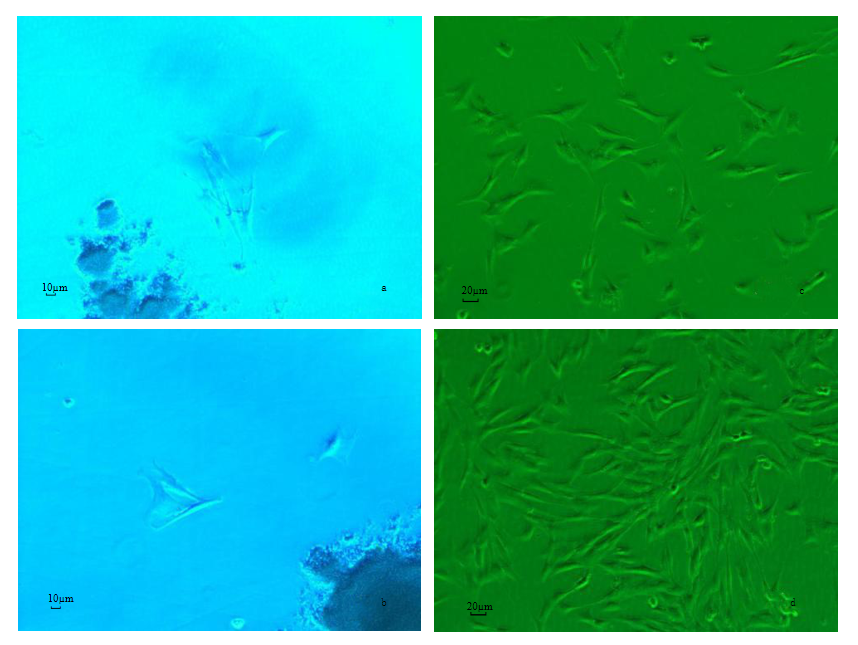

Primary culture of horse bone marrow mesenchymal stem cells (100×).

Note: a, b. Free cells cultured for 3 to 4 days; c, d. State of cells cultured for 7 to 8 days.

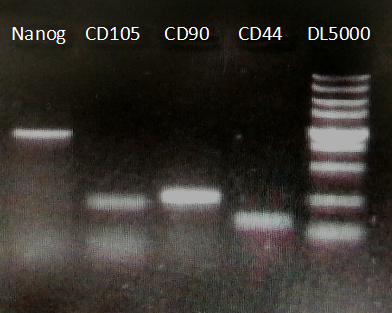

Electrophoresis of osteoblast marker genes.

Note: The lengths of the *CD34, Nanog, CD105, CD90* and *CD44* transcripts were 2724 bp, 2003 bp, 301 bp, 361 bp and 142 bp, respectively.

This picture has been cropped. The original picture is shown in the original document 2.

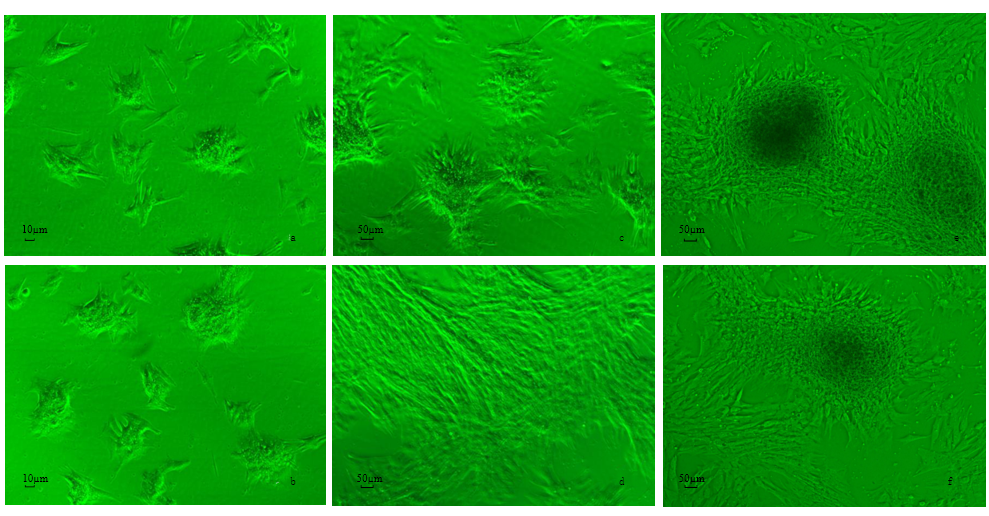

Differentiated osteoblasts (100×).

Note: a, b. Bone marrow mesenchymal stem cell morphology on the second day of differentiation induction; c, d. Bone marrow mesenchymal stem cell morphology on the 14th day of differentiation induction; e, f. Bone marrow mesenchymal stem cell morphology on the 28th day of differentiation induction.

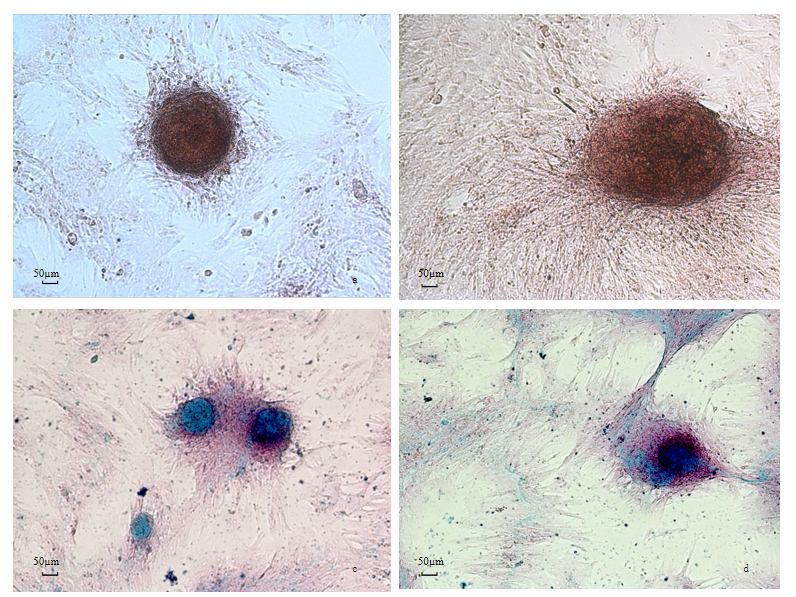

Alizarin red (a and b) and Alcian blue (c and d) staining of induced horse BMSCs on day 28.

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 12 — Additional file 12:. Primer sequences used for amplification of horse genes (PCR).

**Additional file 12.**

Primer sequences used for amplification of horse genes (PCR).

| Gene | Primer Sequence (5’-3’) | Annealing temperature (℃) | Product size | GenBank accession number |
| --- | --- | --- | --- | --- |
| Nanog | F TACCTCAGCCTCCAGCAGATGC | 61 | 2003 bp | XM_023643093.1 |
|  | R CCAGGAATGGTTGCTCCAAGACTG |  |  |  |
| CD44 | F CCACTAATGCGAGTCACCACA | 57 | 142 bp | EU366979.1 |
|  | R TCATCATCATCAATGCCTGATCCA |  |  |  |
| CD90 | F CCATGAGAATACCACCGCCACAC | 61 | 361 bp | EU881920.1 |
|  | R GGAGCACAGAGACAGTCTTGTTGG |  |  |  |
| CD105 | F AGTCTGCATTGCACCGTCATGAG | 61 | 301 bp | KF181205.1 |
|  | R AGCGAGAGGCTCTCCGTGTTG |  |  |  |

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 13 — Additional file 13:. Primer sequences used for amplification of horse genes (q-PCR).

**Additional file 13.**

Primer sequences used for amplification of horse genes (q-PCR).

| Gene | Primer Sequence (5’-3’) | | Annealing temperature (℃) | Product size | GenBank accession number |
| --- | --- | --- | --- | --- | --- |
| GAPDH | F | TTCAACGGCACAGTCAAG | 57 | 159 bp | XM_014734891.2 |
|  | R | TACTCAGCACCAGCATCA |  |  |  |
| WNT5A | F | GCGGCTACGACCAGTTCAAGAC | 61 | 183 bp | XM_02362026.1 |
|  | R | TGACAGGCGGACGACGAGAC |  |  |  |
| WNT2 | F | TCTCGGTGGAATCTGGCTCTGG | 61 | 151 bp | NM_001114150.1 |
|  | R | AATGGCACGCATCACGTCTGG |  |  |  |
| WNT4 | F | CGAGGAGGAGACCTGCGAGAAG | 61 | 190 bp | XM_023635552.1 |
| WNT11 | F | CTGCCATCAGCCACGCCATC | 61 | 130 bp | XM_023645687 |
|  | R | GCTGAGGTTGTCCGCACATCC |  |  |  |
| PLCβ2 | F | TGTGGAGTGGTGGCTGGTCAG | 56 | 156 bp | XM_023620079.1 |
|  | R | ACGTCACTGCCGCACACTTAAC |  |  |  |
| PLCɡ2 | F | GCCAACCAGCAAGACCAAGGAC | 56 | 138 bp | XM_001501998 |
|  | R | ACACTGTCCGCCTTCGTCTCC |  |  |  |
| FZD22 | F | ATGAAGCACGACGGCACCAAG | 56 | 111 bp | NC_009154.3 |
|  | R | GAAGTAGCAGGCGATGACGATGG |  |  |  |
| CAMK2A | F | CCGTGGACTGCCTGAAGAAGTTC | 54 | 178 bp | XM_005599299 |
|  | R | TTCAATGGTGGTGTTGGTGCTCTC |  |  |  |
| ALPL | F | CCAGGCACAAGCACTCTCACTAC | 56 | 136 bp | XM_005607380.3 |
| COL6A1 | F | GTACAAGGACGGAGCGGTCAATG | 56 | 90 bp | XM_001488351.5 |
|  | R | AGCGACACATCCAACAGGAACAC |  |  |  |
| COL1A2 | F | CCGTGGAAGCGATGGAAGTGTG | 57 | 349 bp | XM_001492939.4 |
|  | R | ACCAGGCTCACCAACGAGTCC |  |  |  |
| COL2A1 | F | GGAGCAGCAAGAGCAAGGACAAG | 56 | 138 bp | NM_001081764.1 |
|  | R | TGGACAGCAGACGCAGGAAGG |  |  |  |

# Supplementary material for: Pathways involved in pony body size development
**Source:** BMC Genomics. 2021 Jan 18;22:58. doi: 10.1186/s12864-020-07323-1
**Supplement:** Supplementary file 14 — Additional file 14:. Primer sequences used for amplification of mouse genes (q-PCR).

**Additional file 14.**

Primer sequences used for amplification of mouse genes (q-PCR).

| Gene | Primer Sequence (5’-3’) | | Annealing temperature (℃) | Product size | GenBank accession number |
| --- | --- | --- | --- | --- | --- |
| WNT5A | F | CATTGGAGAAGGTGCGAAGACAGG | 62 | 144 bp | XM_006518924.2 |
|  | R | GCTCGGCTCATGGCGTTCAC |  |  |  |
| WNT2 | F | TGCAAGTGTCATGGTGTGAGTGG | 61 | 184 bp | NM_023653.5 |
|  | R | CTACAGTGAAGCCAGTGCCATCC |  |  |  |
| WNT4 | F | GGTAATGATGCCTGTCAGCCTCAC | 61 | 197 bp | NM_009523.2 |
|  | R | CCTCTCCACTCAGCCTCTTAGCC |  |  |  |
| WNT11 | F | CGCCACCATCAGTCACACCATC | 61 | 128 bp | NM_0012857921 |
|  | R | GCTGAGGTTGTCCGCACATCC |  |  |  |
| PLCβ2 | F | CCGCATTGATGTGGTGGTAGCC | 56 | 89 bp | NM_177568.2 |
|  | R | GCAGTAGGTGACAGCTTGGTTCG |  |  |  |
| PLCɡ2 | F | GTGTGAACCGAGGCATAGCAAGG | 54 | 84 bp | NC_0000746 |
|  | R | TAATGGAATGGAAGCGGCAGAAGC |  |  |  |
| FZD2 | F | ATGAAGCACGACGGCACCAAG | 54 | 111 bp | NM_020510.2 |
|  | R | GAAGTAGCAGGCGATGACGATGG |  |  |  |
| CAMK2A | F | GAAGTGAGGAAGAGGCAGGCAAG | 54 | 161 bp | NM_1774074 |
|  | R | GAGAGCAGATGAGAGCAGCAGTTC |  |  |  |
| GAPDH | F | TGGTGAAGGTCGGTGTGAAC | 57 | 231 bp | NM_001115114.1 |
|  | R | GCTCCTGGAAGATGGTGATGG |  |  |  |
| GHR | F | CCTACTGCATCAAGCTAACTAC | 56 | 132 bp | NM_001048178 |
|  | R | GAATCCCGGTCAAACTAATG |  |  |  |
| m-RAS | F | GAAGTGAGGAAGAGGCAGGCAAG | 61 | 178 bp | AF043581.1 |
|  | R | GAGAGCAGATGAGAGCAGCAGTTC |  |  |  |
| MAPK10 | F | GCGACATCCATCACCTGACTCTTC | 61 | 193 bp | XM_011249450.2 |
|  | R | GCCTCGGAATGCCAGCTTCTTC |  |  |  |
| ATF3 | F | ACAAGGCATGGCATGGCTTACAC | 61 | 131 bp | NM_007498.3 |
|  | R | TGTCTCCACAGCCACCAGATTCTC |  |  |  |
| EGR1 | F | GCTAGAGCTGCTGGCCTTGTTAG | 61 | 133 bp | NM_001964.3 |
|  | R | TCTCGGACTCCTGGTTCTGCTG |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

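RNA of the pituitary and of the long bone epiphysis from 12 horses, 6 Debao ponies (DPs) and 6 Mongolian horses (MHs), 3 juveniles and 3 adults of each breed, was sequenced by the authors. The 24 libraries form 8 groups of 3, and each library was assigned to its breed, tissue, stage and replicate number by its own label. According to the paper, reads shorter than 30 bp after trimming were removed with Btrim and the reads were mapped to the EquCab 3.0 reference with Salmon. The authors deposited the reads per gene as whole counts for 24232 genes, with no normalization. How reads were counted per gene is not stated. The authors also deposited RPKM values for 24248 genes, scaled by gene length and by a library total that was 1.23 to 1.44 times the sum of the gene reads. Gene lengths in bases stand beside both deposited tables, and genes without a read in any library were left out by the authors. Replicates were not pooled.

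Reads and RPKM were compared in each library. In DPLBA replicate 2, 371 of 12015 genes had an RPKM more than 2% away from the value that the reads give. In this library 137 genes had 0 reads but an RPKM above 0, and the 16 genes found only in the RPKM table are left out of all tests on reads. The other libraries had at most 5 such genes. Fitting without the genes that disagree in this library was added as an alternative.

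Between 11433209 and 27007342 reads per library were counted on genes. A gene with at most 3 reads in every library of a group was taken as not told apart from 0 in that group, and a fold change against such a group is a lower bound. These bounds cover counting error only, not the differences between horses.

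DEGs were called between 2 groups from the reads of their 6 libraries alone, with edgeR 4.0.16 in R 4.3.3. Low counts were removed with filterByExpr at a minimum count of 10, libraries were scaled with TMM, and the quasi-likelihood test was used. A DEG had an unadjusted P under 0.05 and a fold change over 2 in either direction, which is the paper's threshold, and Benjamini-Hochberg adjusted p-values over all tested genes are given beside it. The 8 comparisons were DPs against MHs at each stage in each tissue, and juveniles against adults in each breed and tissue. Interactions between breed and stage were tested in one fit of the 12 libraries of a tissue. The number of DEGs shared by the 4 comparisons of a tissue was set beside the number in 20 simulated data sets without a difference.

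Collagen, MMP and WNT genes were taken by their symbols and tested as sets with camera (limma 3.58.1) at its preset correlation of 0.01 and with fry, with adjustment over 8 set tests. The 30 tests of marker lists and the 4 tests of differences between set effects were each adjusted as families of their own. Libraries were compared by Pearson's correlation of log10(RPKM + 1) and average-linkage clustering. Coexpression with GHR was tested over the 12 long bone libraries by permutation, 1e+05 times, and within the 6 libraries of each breed by an exact permutation test. In comparisons of 3 against 3 libraries the 10 possible splits allow no permutation p under 0.1.

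Genes are named by a rule. It takes every gene that the paper names from its RNA-seq data, in the tissue and comparison it is named for, apart from a gene whose results are not reported here. It also takes, for each comparison of the breeds, the 2 genes with the largest rise and the 2 with the largest fall among genes with a symbol, an adjusted p under 0.05 and no overlap between the libraries of the breeds. Marker lists of cell types are reported as lists with their most abundant genes. The pituitary lists cover anterior pituitary hormone cells, the posterior pituitary, neurons, astrocytes, oligodendrocytes and Schwann cells. The long bone lists cover chondrocytes, hypertrophic chondrocytes, osteoblasts and osteocytes, osteoclasts, erythroid cells, granulocytes, B cells, adipocytes, skeletal muscle, pancreatic acinar cells and pancreatic islet cells. In all, 139 genes of the 17 lists were found by symbol, and 46 of them had at least 1 CPM in all 12 libraries of their tissue.

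The alternatives were an adjusted p under 0.05, no low-count filter, edgeR's exact test without that filter, DESeq2 1.42.0 with its size factors, scaling without TMM, one fit of all 12 libraries of a tissue, the replicate number as a block, limma on log2(RPKM + 1) and on log2(RPKM + 0.1), and leaving out each library in turn. The replicate number is not known to pair the horses. It was used as a block in an alternative only. For the correlations, other pseudocounts, measures and gene filters were tried.

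The tests were tried on simulated counts with the mean, dispersion and library sizes of the juvenile groups, where 200 genes were given a log2 fold change of 3. The quasi-likelihood test called 98% of these genes in the pituitary and 100% in the long bone, with 457 and 479 false DEGs among 14416 and 13537 genes. At an adjusted p under 0.05 it called 84% and 91%, with 14 and 6 false calls. For the interaction in the long bone it called 95.5% at the unadjusted threshold and 57% at the adjusted one.

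Pathway and ontology enrichment was left out, because the gene sets are not used here. The search over all transcription factor genes for coexpression with GHR was not repeated, since no list of these genes is used here. The q-PCR results and the protein measurements were not analysed here, since the processed expression tables do not hold them. SOCS2 and COL1A1 were not found by their symbols and no other identifier was guessed for them.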

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

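The tests of the GH difference, the test of scaling for GHR and the tests of MHLBA replicate 1 were chosen after the result was seen; the others were set before their results were computed.

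Marker genes of cell types, which the paper does not discuss as groups, differed between the breeds. Of 30 tests of marker lists between DPs and MHs, 18 had an adjusted p under 0.05 with camera, 5 in the pituitary and 13 in the long bone. With fry, which estimates the correlation between the genes from the data, only the hormone list in the juvenile pituitary (adjusted p = 0.000396) and the granulocyte list in the adult long bone (adjusted p = 0.00694) passed. For every result below that compares 3 libraries with 3, the real split is 1 of 10 possible splits, so the share of splits with a result as large cannot fall under 0.1, and chance cannot be excluded by it. For lists and sets, a result as large means a camera p at least as low as with the real groups, in either direction. Counts of splits and of regroupings include the real grouping. No gene is on more than one list.

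In the juvenile pituitary, 15 of 15 genes of anterior pituitary hormone cells were higher in DPs and 14 were DEGs. The median log2 fold change was 9.85 (camera, adjusted p = 1.84e-18), or 7.05 with 6 genes at their lower bounds. GH and PRL were the most abundant in each DPPJ library, at 13370 and 15670 CPM in DPPJ replicate 1 against 0 and 0.18 CPM in MHPJ replicate 1. CHGA was at 4661 to 6059 CPM in DPPJ and, unlike the hormone genes, at 34.11 to 285.1 CPM in MHPJ. Of the 15 genes, 3 are among those the study picked, and 2 had at least 1 CPM in all 12 pituitary libraries. Genes of neurons (median -3.98, camera, adjusted p = 0.0133; 12 of 12 genes) and of oligodendrocytes (median -2.88, camera, adjusted p = 0.000302; 10 of 10 genes) were lower in DPs. Astrocytes (-2.66, adjusted p = 0.0807), the posterior pituitary (-2.21, adjusted p = 0.612) and Schwann cells (-5.94, adjusted p = 0.0996) did not pass with camera. The splits with a result as large numbered 1 for the hormone list, 4 for neurons, 2 for oligodendrocytes, 6 for astrocytes, 6 for the posterior pituitary and 9 for Schwann cells. Of these lists' genes, 3 of 12, 4 of 10, 6 of 6, 1 of 8 and 1 of 9 had at least 1 CPM in all 12 pituitary libraries, in the order neurons, oligodendrocytes, astrocytes, posterior pituitary and Schwann cells, and the study picked 0 of them.

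Single libraries moved these lists. The neuron list no longer passed camera without MHPJ replicate 1 (median -3.56) or MHPJ replicate 3 (-2.99), and the oligodendrocyte median was -4.66 without DPPJ replicate 2. The astrocyte list passed without DPPJ replicate 2 (-4.64) or MHPJ replicate 2 (-2.36). The Schwann cell list passed with any library left out other than MHPJ replicate 2, from -6.50 without DPPJ replicate 3 to -7.79 without DPPJ replicate 2, and was at -1.94 without MHPJ replicate 2. The posterior pituitary list turned to higher in DPs without MHPJ replicate 3 (1.40), DPPJ replicate 3 (1.09) or MHPJ replicate 2 (0.051), and was at -0.053 without MHPJ replicate 1.

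At the adult stage the hormone list did not pass with camera (median -0.43, adjusted p = 0.819). Genes of neurons (1.89, adjusted p = 0.0462; 10 of 11 genes) and of the posterior pituitary (0.99, adjusted p = 0.018; 6 of 6 genes) were higher in DPs with camera. Astrocytes (0.78, adjusted p = 0.306), oligodendrocytes (-1.70, adjusted p = 0.764) and Schwann cells (-1.10, adjusted p = 0.194) did not pass with camera. The splits with a result as large numbered 10 for the hormone list, 9 for neurons, 3 for the posterior pituitary, 7 for astrocytes, 10 for oligodendrocytes and 4 for Schwann cells. DPPA replicate 1 and MHPA replicate 1 had little GH (7.37 and 0.37 CPM) and much GFAP (7403 and 4842 CPM), and these libraries carried the list results. Without DPPA replicate 1 the medians were -0.65 for neurons, 0.70 for the posterior pituitary, -2.58 for astrocytes, -5.66 for oligodendrocytes, -2.83 for Schwann cells and 0.11 for the hormone list, and the hormone and Schwann cell lists passed (adjusted p = 0.0319 for both) while those of neurons and the posterior pituitary did not. Without MHPA replicate 1 they were 3.87, 0.66, 4.85, 7.80, 0.10 and -0.90 in the same order, and the hormone (adjusted p = 0.00346), oligodendrocyte (adjusted p = 0.00081) and astrocyte (adjusted p = 0.00871) lists passed while that of the posterior pituitary did not. The astrocyte list also passed without DPPA replicate 2 (1.29, adjusted p = 0.0274) and with the replicate block (0.86, adjusted p = 0.0159), as did the Schwann cell list with that block (-0.82, adjusted p = 0.0143). The neuron list no longer passed without MHPA replicate 2 (1.71) or MHPA replicate 3 (1.72) either. Without MHPA replicate 3 the hormone list was at 0.28 and the posterior pituitary list no longer passed (0.68), and the latter was at 2.31 without MHPA replicate 2.

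The breed effect on the hormone list was larger in juveniles than in adults by 10.67 on the log2 scale, in 15 of 15 genes (camera, adjusted p = 5.35e-11; fry, adjusted p = 0.0497). Of 100 regroupings of the 12 pituitary libraries, the real one included, 11 gave a camera p as low, so the groups drawn by chance remain an open explanation. With one library left out in turn the difference lay between 9.10 and 11.28. These are fitted values and no bounds, since 6 of the genes had at most 3 reads in each MHPJ library.

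For the GH difference in juveniles, the tables argue against library size, since the totals of the 6 libraries differ by at most 1.84 times. They argue against the scaling between libraries, since the log2 fold change without TMM was 13.86. Regulation of GH alone would leave the other genes of the hormone list unmoved, yet 11 of the 12 genes other than GH, TSHB and CGA were DEGs higher in DPs, with a median log2 fold change of 7.82. Long bone libraries labelled as pituitary would bring bone transcripts, but COL1A2 and SPP1 were at no more than 0.0386 of their level in juvenile MH long bone. What stays open is the tissue. A piece with fewer hormone cells in juvenile MHs may account for the GH difference, since the hormone genes moved together (camera, adjusted p = 1.84e-18). Central nervous tissue in the juvenile MH pieces is a candidate explanation as well, since the oligodendrocyte genes were higher there (camera, adjusted p = 0.000302). Peripheral nerve cannot be told apart from the other explanations (camera, adjusted p = 0.0996), because the Schwann cell signal comes from MHPJ replicate 2, where PMP2 was at 6330 CPM, against at most 0.18 CPM in the other MHPJ libraries. In MHPJ replicates 1 and 3, MBP was at 3355 and 2586 CPM and GFAP at 2300 and 1849 CPM. MHPJ replicate 2 had MBP at 2821 CPM but GFAP at 52.84 CPM and MOG at 1.09 CPM. Such genes also stood beside high GH, since DPPJ replicate 2 had MBP at 1130, GFAP at 2442 and GH at 17190 CPM. Central nervous tissue is therefore a candidate for MHPJ replicates 1 and 3, and these genes do not show it for MHPJ replicate 2. A lower share of hormone cells in the gland of juvenile MHs, as a property of the breed, was not tested on these libraries. The paper reports plasma GH in juvenile MHs as close to that in adult MHs, and plasma TSH as higher than in juvenile DPs. These plasma levels argue against a juvenile MH gland almost without hormone cells, though they were not measured in the pieces. A smaller difference in the share of these cells stays open beside the piece that was sampled. GC content and shared reads between paralogs were not tested.

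The effect of stage on the WNT genes in the pituitary was larger in MHs than in DPs by 1.37 on the log2 scale, in 10 of 13 genes (camera, adjusted p = 0.0443; fry, adjusted p = 0.136). Of 100 regroupings of the 12 libraries, the real one included, 25 gave a camera p as low, so chance may explain the difference. The difference no longer passed camera without DPPA replicate 1 (0.91), DPPJ replicate 1 (1.64), MHPJ replicate 1 (1.59) or MHPJ replicate 3 (1.70), and was at 2.47 without MHPA replicate 1, 2.36 without DPPJ replicate 2, 2.34 without MHPA replicate 2 and 2.20 without DPPA replicate 2. Within the breeds, 1 of the 10 splits gave a WNT result as large in MHs and 6 of 10 did in DPs. The pieces described for GH differ between the same groups, so a share of other tissue stays open here too, and a difference in development between the breeds was not tested apart from it.

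Between juvenile long bones, camera found the genes of chondrocytes (median log2 fold change 7.67, adjusted p = 1.11e-09; 11 of 11 genes higher in DPs), hypertrophic chondrocytes (1.17, adjusted p = 0.0472; 3 of 3), osteoblasts and osteocytes (1.52, adjusted p = 0.00725; 8 of 10), erythroid cells (9.12, adjusted p = 0.00423; 4 of 4) and granulocytes (6.39, adjusted p = 0.00393; 6 of 6) higher in DPs. Genes of adipocytes (-1.68, adjusted p = 2.27e-08; 7 of 7) and skeletal muscle (-5.72, adjusted p = 0.000222; 5 of 5) were lower. Osteoclasts (0.78, adjusted p = 0.306) and B cells (0.81, adjusted p = 0.687) did not pass, and 0 of the 8 acinar and 0 of the 4 islet genes of the pancreas that were found passed the low-count filter. The splits with a result as large numbered 2 for chondrocytes, 1 for hypertrophic chondrocytes, 5 for osteoblasts and osteocytes, 4 for erythroid cells, 4 for granulocytes, 1 for adipocytes, 4 for skeletal muscle, 7 for osteoclasts and 8 for B cells. The DPLBJ libraries differed among themselves. COL2A1 was at 5.64, 4596 and 11730 CPM and HBB at 0, 5476 and 2125 CPM in DPLBJ replicates 1, 2 and 3, and LTF at 6.16, 3527 and 696 CPM. The most abundant genes of the other lists were COL1A2 at 63340 CPM in DPLBJ replicate 1, FABP4 at 6280 CPM in MHLBJ replicate 1, and CKM at 121 CPM in MHLBJ replicate 1.

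At the adult stage the genes of chondrocytes (4.08, adjusted p = 2.18e-05; 11 of 11), hypertrophic chondrocytes (3.41, adjusted p = 0.00732; 4 of 4), osteoblasts and osteocytes (1.58, adjusted p = 0.00016; 9 of 10), osteoclasts (0.99, adjusted p = 0.0171; 8 of 8), granulocytes (5.14, adjusted p = 1.02e-10; 6 of 6) and B cells (1.54, adjusted p = 0.0246; 6 of 6, and 1.54 with 1 gene at its bound) were higher in DPs with camera. Adipocytes (-0.92, adjusted p = 0.198), erythroid cells (3.15, adjusted p = 0.879; 2 genes tested) and skeletal muscle (-3.57, adjusted p = 0.113) did not pass. The splits with a result as large numbered 4, 3, 3, 4, 1 and 4 for the lists that passed, in the order named, and 6, 10 and 10 for those that did not. In adult long bone, 1 acinar gene was tested and it was lower in DPs (-7.00). Of the genes found, the study picked 5 of 13 for chondrocytes, 3 of 4 for hypertrophic chondrocytes, 1 of 10 for osteoblasts and osteocytes, 1 of 8 for osteoclasts and 1 of 6 for granulocytes, and 0 of the other lists. At least 1 CPM in all 12 long bone libraries was found for 4, 2, 9, 5 and 1 genes of these lists, for 2 of 6 B cell genes and 6 of 7 adipocyte genes, and for 0 genes of the erythroid, muscle, acinar and islet lists.

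Single libraries changed several of the long bone lists. At the juvenile stage, hypertrophic chondrocytes no longer passed camera without DPLBJ replicate 2 (1.45) or DPLBJ replicate 3 (1.02), and stood at 4.16 without MHLBJ replicate 1. Osteoblasts and osteocytes no longer passed without DPLBJ replicate 1 (0.85), and erythroid cells (8.40) and granulocytes (3.91) no longer passed without DPLBJ replicate 2. Skeletal muscle was at -2.66 without MHLBJ replicate 1. Osteoclasts passed without MHLBJ replicate 2 (1.29) and were lower in DPs without DPLBJ replicate 3 (-0.21), and B cells were lower without DPLBJ replicate 2 (-0.35). At the adult stage, osteoclasts no longer passed without DPLBA replicate 2 (0.82) or MHLBA replicate 3 (0.48), and were at 2.24 without MHLBA replicate 2. B cells no longer passed without DPLBA replicate 2 (0.90), MHLBA replicate 2 (1.43) or MHLBA replicate 3 (1.58). Chondrocytes were at 6.60, adipocytes at -1.35 and skeletal muscle at -4.16 without MHLBA replicate 1, and these last lists then passed. Adipocytes also passed without DPLBA replicate 1 (-1.16) and muscle without MHLBA replicate 2 (-4.07), while muscle was at -0.53 without MHLBA replicate 3. Erythroid cells were lower in DPs without DPLBA replicate 2 (-2.93), and the list then passed camera in this reversed direction (adjusted p = 0.0281).

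The scaling between libraries is argued against for the long bone lists, since without TMM normalization each of them kept its direction and its side of the threshold. Whether the lists vary with the piece that was sampled was tested within the groups, with the group means removed. The 11 tested chondrocyte genes had a mean correlation of 0.753 with each other, at the 100th percentile of 10000 random lists, so the share of cartilage in the piece sampled may account for the higher cartilage genes in DPs. MMP25, TLR2, MYD88, TNFSF14, PLCB2 and PLCG2 had a median correlation of 0.895 with the granulocyte list, at the 100th percentile as well, so the marrow in the piece is a candidate explanation for these genes. Both are hypotheses. A difference between the breeds in cartilage, bone, marrow, fat or muscle itself was not tested and stays open.

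GHR was lower in juvenile DP long bone, and the scaling between libraries is argued against by its log2 fold change of -1.68 without TMM. With the group means removed, GHR had a correlation of 0.846 with the adipocyte list, at percentile 98.4 of 10000 random lists, whose 95th percentile was 0.769. With the mean of the adipocyte list in the model of the 12 libraries the log2 fold change of GHR went from -1.49 (SE 0.507) to -0.42 (SE 0.405). Fewer adipocytes in the juvenile DP pieces may therefore account for the lower GHR. Lower GHR expression per cell was not tested apart from it and stays open.

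The effect of stage differed between the breeds for the collagen genes by 0.40 on the log2 scale, MHs minus DPs, in 25 of 39 genes (camera, adjusted p = 0.0278; fry, adjusted p = 0.296), and for the MMP genes by 0.80 in 10 of 14 genes (camera, adjusted p = 0.00183; fry, adjusted p = 0.0497). Of 100 regroupings of the 12 long bone libraries, the real one included, 51 gave a camera p as low for collagen and 5 for MMP. Chance may therefore explain both differences. Without DPLBA replicate 2 the collagen difference was -0.40 and the MMP difference 0.43. The collagen difference no longer passed camera without DPLBJ replicate 2 (0.37) or MHLBA replicate 3 (0.49), and it was 0.12 without DPLBJ replicate 3, 0.97 without DPLBJ replicate 1 and 0.68 without DPLBA replicate 1. The MMP difference was 0.49 without MHLBA replicate 1 and 0.53 without MHLBJ replicate 2. Within single comparisons, the splits with a collagen result as large numbered 3 of 10 in juveniles between the breeds, 4 of 10 between the stages of MHs and 3 of 10 between those of DPs, and for the MMP genes 2, 3 and 2 of 10. The share of cartilage and marrow, as above, stays open for both sets, as does an untested difference in development.

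MHLBA replicate 1 held transcripts that the other 11 long bone libraries lack, and the paper does not report on them. In this library 51 genes stood at over 100 times their highest level in any other long bone library, and they took 39.5% of its reads. Those with a symbol among the most abundant included CPA5 at 67730 CPM and PNLIP at 60560 CPM, chosen after their values were seen. A library without bone is argued against, since the mean log2(CPM + 1) of its osteoblast and osteocyte genes was 7.70, within the range of 7.36 to 10.49 of the other libraries. RNA of pancreas in the library is a candidate explanation. Of 15 acinar genes listed, 8 were found and 7 of these were at over 10 times their highest level elsewhere, with SERPINI2 at 4064 CPM and SPINK1 at 2493 CPM, and of 4 islet genes found GCG was at 1410 CPM. The mean of the acinar list was 7.48 in this library and at most 0.45 in the others. The gene list was looked at after the most abundant genes had been seen, and at which step such RNA would have entered was not tested. The design gives no biological explanation for a single horse, and none was tested.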

How the results depend on the processing

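No test in this part was chosen after its result was seen; the alternatives for the marker lists and for the differences between set effects, and the fit without the genes whose reads and RPKM disagree in DPLBA replicate 2, were chosen after seeing the data. All other alternatives, the groups, the tests and the rule for naming genes were chosen before the data were examined. Counts are called changed when they differ by more than 1.5 times. The cause was not tested for any change below, except where fewer libraries or a stricter threshold give it by construction.

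With an adjusted p under 0.05, which is stricter by construction, the DEG counts became 1275 in the juvenile pituitary, 5 in the adult pituitary, 0 in the juvenile long bone and 315 in the adult long bone between the breeds. Between the stages they became 0 in all 4 comparisons, against 1685, 593, 1703 and 598 genes with an unadjusted P under 0.05 in the MH pituitary, MH long bone, DP pituitary and DP long bone. Then 0 genes were shared by the 4 comparisons of the pituitary and 0 by those of the long bone.

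Without the low-count filter, which tests more genes, the stage comparisons gave 874 DEGs in the MH long bone, 794 in the DP pituitary and 819 in the DP long bone, and 36 genes were shared in the pituitary and 18 in the long bone. With edgeR's exact test and no filter the counts were 687 in the adult pituitary between the breeds, 1809 in the MH pituitary, 851 in the MH long bone, 881 in the DP pituitary and 752 in the DP long bone between the stages, with 56 shared genes in the pituitary and 17 in the long bone. With DESeq2, 42 genes were shared in the pituitary and 11 in the long bone, and the interaction of breed and stage had an adjusted p under 0.05 for 1253 pituitary and 14 long bone genes, against 0 in both with edgeR's quasi-likelihood test. At an unadjusted p under 0.05 that test gave 3094 and 660 genes.

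Scaling without TMM shifted the median log2 fold change of all genes by 0.208 in the adult pituitary and 0.223 in the juvenile long bone between the breeds, and by 0.136, -0.176 and -0.159 in the MH pituitary, MH long bone and DP pituitary between the stages (TMM minus no TMM). It left the DEG counts within 1.5 times, but the share of DEGs higher in DPs fell from 59.9% to 27.3% in the adult pituitary and from 60.3% to 42.5% in the juvenile long bone, so the directions given for these comparisons depend on the scaling. The share higher in juveniles went from 58.2% to 47.2% in the MH pituitary, from 26.2% to 40.9% in the MH long bone and from 26.1% to 51.3% in the DP pituitary. In the long bone 1 gene was shared. The MMP set in the juvenile long bone passed camera at a median of 0.66 (adjusted p = 0.043, against 0.0872 to 0.109 with the other alternatives that keep all libraries), and the collagen set between the stages of MHs turned to 0.028 and passed camera (adjusted p = 0.043, against 0.128 to 0.27 with the other alternatives that keep all libraries). SOCS3 (-0.056), SOCS5 (-0.16) and JAK2 (-0.17) in the juvenile long bone and GH (-0.24) and CGA (-0.014) in the adult pituitary reversed.

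One fit of all 12 libraries of a tissue gave 1758 DEGs in the MH pituitary and 340 in the DP pituitary between the stages and 30 shared genes in the pituitary, and the WNT set of MHs no longer passed camera (median 0.59, adjusted p = 0.108, against 0.00737 to 0.0467 with the other alternatives that keep all libraries). With the replicate block, the MH long bone gave 241 DEGs between the stages, 4 genes were shared in the pituitary (MYH7B, SDF2L1, SLITRK1 and ZNF804B, chosen after their values were seen), the collagen set of MHs turned to 0.011 and the MMP set of MHs passed at 0.69 (adjusted p = 0.00329, against 0.0872 to 0.211 with the other alternatives that keep all libraries).

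With limma on log2(RPKM + 1) the counts were 208 in the adult pituitary, 1232 in the juvenile long bone and 1531 in the adult long bone between the breeds, and 124 in the MH long bone, 235 in the DP pituitary and 156 in the DP long bone between the stages. Then 3 genes were shared in the pituitary (SDF2L1, SLITRK1 and a gene without a symbol, chosen after their values were seen) and 0 in the long bone. With limma on log2(RPKM + 0.1), 11 genes were shared in the pituitary. On either scale the direction that most DEGs took was reversed in every comparison other than the adult long bone between the breeds. In the juvenile pituitary, 1418 DEGs were higher and 911 lower in DPs on log2(RPKM + 1) and 1876 higher and 1395 lower on log2(RPKM + 0.1), against 1110 and 1852 with edgeR's quasi-likelihood test. Of the 16 genes tested for coexpression with GHR, 14 had an adjusted p under 0.05, but 2 did with the breed means removed, 1 within DPs and 0 within MHs, where 7 had an unadjusted P under 0.05.

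Further reversals with all libraries kept were found for the posterior pituitary list in the juvenile pituitary (0.61 without the filter and 0.59 with all 12 libraries fitted), for the oligodendrocyte list in the adult pituitary (0.48 with the replicate block) and for the erythroid list in the adult long bone (-0.72 with the replicate block). SOCS5 was at -0.015 with all 12 libraries fitted, -0.068 with the replicate block, -0.17 with limma on log2(RPKM + 1) and -0.24 on log2(RPKM + 0.1). In the same order of the limma fits JAK2 was at -0.077 and -0.078. GH in the adult pituitary was at -0.0035 without the filter and at -0.0035 with the exact test.

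With one library left out in turn, which leaves 2 libraries against 3, the DEG counts between the breeds ranged from 2153 (without DPPJ replicate 1) to 4505 (MHPJ replicate 2) in the juvenile pituitary, from 415 (DPPA replicate 3) to 785 (MHPA replicate 1) in the adult pituitary, from 1194 (MHLBJ replicate 3) to 3087 (DPLBJ replicate 1) in the juvenile long bone and from 1924 (DPLBA replicate 3) to 2956 (MHLBA replicate 2) in the adult long bone. Between the stages they ranged from 651 (MHPA replicate 2 or 3) to 2308 (MHPA replicate 1) in the MH pituitary, from 265 (MHLBJ replicate 2) to 778 (MHLBA replicate 3) in the MH long bone, from 259 (DPPJ replicate 3) to 1141 (DPPA replicate 2) in the DP pituitary and from 209 (DPLBA replicate 3) to 1323 (DPLBJ replicate 1) in the DP long bone. Shared genes ranged from 5 (DPPA replicate 1: AK5, CILP2, DRP2, SH2D4A and ZNF804B; DPPJ replicate 3: EQMHCC1, FOXP2, MYH7B, SDF2L1 and ZNF804B) to 57 (DPPA replicate 2) in the pituitary and from 1 (without MHLBJ replicate 1 or 2) to 13 (DPLBJ replicate 1) in the long bone, named after their values were seen. Interaction genes ranged from 0 to 344 (MHPJ replicate 2) in the pituitary, with 7 without MHPA replicate 1 and 2 (MSX1 and VIT) without DPPA replicate 1, and from 0 to 2 (DPLBJ replicate 1: SPTB and a gene without a symbol) in the long bone.

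The medians of the sets, with one library left out, ranged from 0.34 to 1.85 for WNT in MHs, from -0.81 (DPPA replicate 2) to 0.045 (DPPA replicate 1) for WNT in DPs, from 0.59 to 1.08 for collagen and from 0.74 to 0.92 for MMP in juveniles between the breeds, from -0.85 to -0.28 for collagen and from -0.72 to -0.37 for MMP in DPs, and from -0.32 to 0.063 (MHLBA replicate 2) for collagen and from -0.091 (MHLBJ replicate 2) to 0.96 (MHLBA replicate 2) for MMP in MHs. The differences between set effects ranged from 0.91 to 2.47 for WNT, from 9.10 to 11.28 for the hormone list, from -0.40 (DPLBA replicate 2) to 0.97 for collagen and from 0.43 to 1.13 for MMP. GH in juveniles ranged from 13.09 to 17.91 and GHR from -1.91 to -1.16, and coexpressed genes from 11 (MHLBJ replicate 3) to 14.

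The medians of the marker lists, with one library left out, ranged in the juvenile pituitary from 9.22 to 10.44 for hormone cells, -4.53 to -2.99 for neurons, -4.66 to -2.45 for oligodendrocytes, -4.64 to -2.10 for astrocytes, -2.08 to 1.40 for the posterior pituitary and -7.79 to -1.94 for Schwann cells. In the adult pituitary, in the same order, they ranged from -1.08 to 0.28, -0.65 to 3.87, -5.66 to 7.80, -2.58 to 4.85, 0.66 to 2.31 and -2.83 to 0.10. In the juvenile long bone they ranged from 5.72 to 8.26 for chondrocytes, 1.02 to 4.16 for hypertrophic chondrocytes, 0.85 to 2.02 for osteoblasts and osteocytes, -0.21 to 1.29 for osteoclasts, 8.40 to 9.68 for erythroid cells, 3.91 to 9.16 for granulocytes, -0.35 to 1.96 for B cells, -2.19 to -1.38 for adipocytes and -6.36 to -2.66 for skeletal muscle. In the adult long bone, in the same order, they ranged from 3.13 to 6.60, 2.85 to 3.79, 1.25 to 2.02, 0.48 to 2.24, -2.93 to 3.91, 4.62 to 7.61, 0.90 to 1.90, -1.35 to -0.58 and -4.30 to -0.53. Genes whose direction reversed ranged from -0.14 to 0.60 (SOCS3), -0.074 to 0.93 (SOCS4), -0.26 to 0.38 (SOCS5), -0.054 to 0.51 (SOCS6), -0.14 to 0.15 (JAK2) and -0.62 to 2.61 (GH) in the juvenile long bone, and from -0.69 to 1.08 (GH), -4.67 to 1.52 (TSHB) and -0.59 to 0.86 (CGA) in the adult pituitary.

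Of 56 results for named genes, 23 kept their direction and their side of the threshold under every alternative that gave a value, and 33 changed in at least 1. Of their 790 values under alternatives, 649 were the same, 98 weaker, 14 stronger and 29 reversed. Of 31 results for marker lists 10 kept both and 21 changed, with 253 of 315 values the same, 20 weaker, 26 stronger and 16 reversed. An alternative gave no value for a gene under its low-count filter, such as SOCS1, and leaving out the genes that disagree in DPLBA replicate 2 changed none of the 12 results it was tried on. Depth limits the genes with few reads, since a gene with at most 3 reads in each library of a group has only a bound, and with 3 libraries against 3 no permutation p can be under 0.1.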

Differences from the paper's values

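Between juvenile and adult MH long bone, 404 DEGs were called against the paper's 970. Of the alternatives set before the data were examined, leaving out the low-count filter (874), edgeR's exact test without that filter (851) and leaving out MHLBA replicate 2 (703) or MHLBA replicate 3 (778) came within 1.5 times of the paper's count. An adjusted p, DESeq2, scaling without TMM, the fit of all 12 libraries, the replicate block, limma on either RPKM scale and leaving out another library did not. Between juvenile and adult DP pituitary, 518 DEGs were called against the paper's 1018. DESeq2 (741), no low-count filter (794), the exact test without the filter (881) and leaving out DPPA replicate 2 (1141) came within 1.5 times, and an adjusted p, scaling without TMM, the fit of all 12 libraries, the replicate block, both limma fits and leaving out another library did not.

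The counts of the 4 stage comparisons add up to 2475, against the paper's total of 3958, while the 4 counts the paper states add up to 3908. The sum came within 1.5 times of the paper's total with DESeq2 (3324), without the filter (4138), with the exact test without the filter (4293), with all 12 libraries fitted (3186) and with limma on log2(RPKM + 0.1) (2840), but not with an adjusted p, without TMM, with the replicate block or with limma on log2(RPKM + 1). The DEGs shared by the 4 comparisons numbered 3 in the long bone (among them FOXP2 and WWC1, chosen after their values were seen) against the paper's 82, and 18 in the pituitary against the paper's 266. None of the alternatives set before the data were examined closed either gap, and neither did leaving out any one library. The highest counts were 18 in the long bone, without the filter, and 57 in the pituitary, without DPPA replicate 2. Fig. 2a labels a comparison in each tissue as adult DPs against juvenile MHs (DPLBA against MHLBJ and DPPA against MHPJ). The paper's 82 and 266 may therefore count other comparisons than the 4 used here.

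For several bars of Fig. 1b, read by eye, the counts by direction differ, and an alternative is said to reach a bar when it comes within 1.5 times of it. Lower in MHs in the juvenile pituitary were 1110 genes against the paper's about 700 in Fig. 1b, reached with an adjusted p (606) and with no other alternative. Higher in MHs in the adult pituitary were 169 genes against about 290 in Fig. 1b, reached with DESeq2 (223), no filter (300), the exact test without it (312), no TMM (349), all 12 libraries fitted (218), the replicate block (220) and limma on log2(RPKM + 0.1) (385), but not with an adjusted p or limma on log2(RPKM + 1). Lower in adults in the MH pituitary were 650 genes against about 980 in Fig. 1b, reached with DESeq2 (956), no filter (986), the exact test without it (1122) and all 12 libraries fitted (1025), but not with an adjusted p, no TMM, the replicate block or limma on either scale. Higher in adults in the MH long bone were 298 genes against about 850 in Fig. 1b, reached with no filter (705) and the exact test without it (685) and with no other alternative.

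In the DP pituitary, 383 genes were higher in adults against about 770 in Fig. 1b, reached with DESeq2 (586), no filter (527) and the exact test without it (608) and with no other alternative, and 135 were lower in adults against about 240 in Fig. 1b, reached with no filter (267), the exact test without it (273), no TMM (240) and limma on log2(RPKM + 0.1) (357) and with no other. In the DP long bone 219 genes were lower in adults against about 340 in Fig. 1b, reached with DESeq2 (362), no filter (440), the exact test without it (384) and all 12 libraries fitted (331) and with no other. The genes not called numbered 11641 in the juvenile pituitary against about 19000 in Fig. 2b, and 11856 in the juvenile long bone against about 20000 in Fig. 2b, all read by eye. Both alternatives that count genes under the filter reached these, no filter (18501 and 19143) and the exact test without it (18200 and 19104).

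The paper's fold values for GH and GHR match the values here only on the log2 scale. The log2 fold change of GH was 13.72 (SE 2.14) against the paper's 13, and that of GHR, MHs against DPs, was 1.44 (SE 0.384) against the paper's 1.4. On that scale GH lay further from the paper's value than the SE given above with the replicate block (15.32) and with limma on log2(RPKM + 0.1) (15.33). It lay furthest without MHPJ replicate 2 (17.91). GHR lay further than its SE given above without DPLBJ replicate 1 (1.91).

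The paper states ALPL, collagen and MMP genes as higher in MHs in its results, while its discussion states ALP and most of the collagen and MMP genes it names as raised in DPs. Here they were higher in DPs in the juvenile long bone, as in the discussion, with a log2 fold change of 2.64 for ALPL, which was higher in DPs in each alternative that keeps all libraries, and medians of 1.02 for collagen and 0.89 for MMP genes, which were higher without the low-count filter, without TMM, with all 12 libraries fitted and with the replicate block, the alternatives run for sets. It states IGF1 as higher in the juvenile DP pituitary, where it was lower here (-1.49). GH is stated as high in the long bone, where it was at 3.86 ± 5.29 CPM (SD, n = 3) in juvenile DPs. GH and GHR are stated to differ between the breeds. Both were DEGs in juveniles here and neither was in adults, at 0.021 for GH and -0.83 for GHR. A difference between the stages in the effect of breed was not shown for either gene (interaction, adjusted p = 0.166 for GH and 0.981 for GHR from edgeR). GHR was a DEG in adults without DPLBA replicate 1 (-1.55), and GH in the adult pituitary in no alternative.

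Several genes that the paper states as raised in juvenile DP long bone were not DEGs here. PLCG2 (1.46) was called with DESeq2 (1.47), no filter (1.43), the exact test without it (1.43), all 12 libraries fitted (1.41), the replicate block (1.14) and without DPLBJ replicate 1 (1.87). SOCS1 fell under the filter and was called without it (3.54) and with the exact test (3.58). SOCS7 was lower in DPs (-0.45), and of the other SOCS family genes tested only CISH was called in any alternative, without MHLBJ replicate 3 (2.67). FZD2 fell under the filter and was called without it (2.95), with the exact test (2.92) and with all 12 libraries fitted (2.91), while WNT5A was not called in the alternatives that gave it a value (2.60, 2.58 and 2.59 in the same order). TRPV5 was called without the filter (4.50) and with the exact test (4.44), COL10A1 and SOX11 in both of these and with all 12 libraries fitted (12.34 and 3.06), and WNT2 in neither (3.27 and 3.20). For SOCS1, FZD2, TRPV5, SOX11 and WNT2, whose MHLBJ libraries had at most 3 reads, these fitted values depend on the prior count, and the bounds are at least 3.03-fold, 3.38-fold, 3.57-fold, 4.05-fold and 5.16-fold higher in DPLBJ. MMP13 (1.17) was a DEG in no alternative.

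For the clustering, the paper names an adult MH sample as the long bone sample apart from its breed. Here MHLBA replicate 1, an adult MH library, stood apart from the other 11 in the clustering, and DPLBJ replicate 1 was the library most similar to one of the other breed. It states the pituitary samples as grouped without regard to breed, where 10 of 12 pituitary libraries were most similar to a library of the same breed. SOX2 (r = 0.298) and RUNX2 (r = 0.183), which the paper places in the network with GHR, had no adjusted p under 0.05 over all 12 libraries by the permutation test, nor with Spearman's correlation, with log2(RPKM + 1), without the 2 libraries farthest from the median of GHR, with the breed means removed or within either breed.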

Other observations

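No test in this part was chosen after its result was seen.

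Other splits of the same 6 libraries were fitted for each DEG count. The splits with as many DEGs, of 10, numbered 1 for the breeds in the juvenile pituitary, 5 in the adult pituitary, 1 in the juvenile long bone and 1 in the adult long bone. For the stages they numbered 2 in the MH pituitary, 5 in the MH long bone, 3 in the DP pituitary and 7 in the DP long bone. With 10 splits the share cannot fall under 0.1, so the splits alone cannot decide on chance for any of these counts. In the juvenile pituitary the real split gave 2962 DEGs against a median of 179 over the splits, and 1275 at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and in the adult long bone it gave 2580 against 447.5, and 315 at that adjusted p. The differences in tissue described above, and biological differences between breeds and stages, stay open as well.

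Regroupings of the 12 libraries of a tissue numbered 100, the real one included. Of these, 10 gave as many DEGs shared by the 4 comparisons as the 18 found in the pituitary, and 69 gave as many as the 3 found in the long bone. The interaction of breed and stage had an unadjusted p under 0.05 for 3094 of 15200 pituitary genes (20.4%), against a median of 549 in the regroupings, and 3 of 100 regroupings gave as many, which argues against chance. In the long bone it had one for 660 of 14735 genes (4.48%), and 66 of 100 regroupings gave as many. With adjustment 0 genes passed in either tissue (lowest adjusted p = 0.106 and 0.971 from edgeR). Without MHPJ replicate 2, 344 pituitary genes passed. Apart from GH, the hormone list and the WNT set described above, which genes make up the pituitary interaction was not tested. The piece that was sampled and a breed difference that depends on stage both stay open, and they were not tested apart.

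In DPLBA replicate 2, genes whose RPKM lies above the value their reads give were tested for an overlap with a neighbouring gene. Of those that could be placed on the genome 43.2% overlapped a neighbour, against 44.1% of the other genes. Only 59.6% of the 508 disagreeing genes could be placed, against 84.2% of the others, so reads on positions shared with an overlapping gene cannot be told apart from other explanations. No biological explanation was tested, since the design gives none for a difference between tables of the same library.

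The libraries with the same replicate number were compared after removing the group means, to see whether the number pairs them. The 3 correlations were 0.639, 0.524 and 0.342 between DPs and MHs in the adult pituitary. In the other 7 comparisons at least 1 of them was no higher than 0.1, and the lowest of all was -0.505.

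In the adult pituitary, TSHB had 0, 21 and 424 reads in DPs and 0, 87 and 535 in MHs, with a log2 fold change of -0.79 (SE 2.22), and CGA had 969, 32311 and 50481 reads in DPs and 2, 25288 and 32811 in MHs, with 0.22 (SE 2.15). TSHB was at -4.67 without DPPA replicate 3, at 1.52 without MHPA replicate 3 and at -0.20 without DPPA replicate 1. CGA was at -0.59 without DPPA replicate 3, at -0.39 without MHPA replicate 1 and at 0.86 without MHPA replicate 3. IGF1 had a log2 fold change of -0.45 (SE 0.689), and of -1.31 without DPPA replicate 2 and -0.049 without DPPA replicate 1.

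The largest changes between the breeds, by the rule for naming genes, were these. In the juvenile pituitary, PRL was higher in DPs (14.85; SE 1.48, adjusted p = 0.0109 from edgeR), as was GH. TRIM54 was at least 63.1-fold lower in DPs (adjusted p = 0.0469 from edgeR), and CCK was lower by a log2 fold change of -8.44 (SE 1.49, adjusted p = 0.0277 from edgeR). Leaving out each library in turn kept the adjusted p under 0.05 in 2 of 6 fits for TRIM54 and 1 of 6 for CCK. It did so in 4 of 6 for PRL and 1 of 6 for GH. In the adult long bone, KRT73 was at least 7.90-fold higher (adjusted p = 0.0422 from edgeR) and PI3 higher by 7.64 (SE 1.24, adjusted p = 0.0333 from edgeR) on the log2 scale, with 4, 0 and 0 reads in MHs. HOXC10 was at least 20.8-fold lower and HNF4A at least 69.7-fold lower (adjusted p = 0.0418 from edgeR for both). With one library left out, their adjusted p was under 0.05 in 1 of 6 fits each, that without MHLBA replicate 1, the library with pancreatic transcripts. The fitted log2 fold change of HNF4A, which depends on the prior count, was smallest there (-6.66) and -10.61 without DPLBA replicate 2. In each of these genes the 3 libraries of one breed lay above the 3 of the other, where chance gives 10%, and the genes were picked for it. With limma on log2(RPKM + 1) KRT73 was no longer a DEG. The adult pituitary and the juvenile long bone gave no gene by this rule.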
